# Pig blastocyst-like structure models from embryonic stem cells

**DOI:** 10.1038/s41421-024-00693-w

**Published:** 2024-07-02

**Authors:** Jinzhu Xiang, Hanning Wang, Bingbo Shi, Jiajun Li, Dong Liu, Kaipeng Wang, Zhuangfei Wang, Qiankun Min, Chengchen Zhao, Duanqing Pei

**Keywords:** Embryonic stem cells, Stem cells

## Abstract

Pluripotent stem cells have the potential to generate embryo models that can recapitulate developmental processes in vitro. Large animals such as pigs may also benefit from stem-cell-based embryo models for improving breeding. Here, we report the generation of blastoids from porcine embryonic stem cells (pESCs). We first develop a culture medium 4FIXY to derive pESCs. We develop a 3D two-step differentiation strategy to generate porcine blastoids from the pESCs. The resulting blastoids exhibit similar morphology, size, cell lineage composition, and single-cell transcriptome characteristics to blastocysts. These porcine blastoids survive and expand for more than two weeks in vitro under two different culture conditions. Large animal blastoids such as those derived from pESCs may enable in vitro modeling of early embryogenesis and improve livestock species’ breeding practices.

## Introduction

Generation of embryo-like structures, including blastoids, embryoids, and gastruloids from pluripotent stem cells (PSCs), provides valuable and convenient in vitro models for dissecting genetic and molecular events of embryonic development in vitro. Among them, blastoids that mimic pre-implantation blastocysts can be used to study embryogenesis and key early embryonic developmental events. It has been reported that blastoids can be generated by co-culture of mouse embryonic stem cells (ESCs) and mouse trophoblast stem cells (TSCs)^1^. Mouse extended pluripotent stem cells (EPSCs)^2–4^ and EpiSCs^5^ can form blastoids under a 3D culture system through cell lineage segregation and self-organization with limited developmental potential after post-implantation in vivo. Additionally, mouse ESCs, TSCs, and extra-embryonic endoderm stem cells (XENs) have been assembled into embryo-like structures called ETX embryoids^6,7^, and embryoids with complete gastrulation and further development into organ progenitors similar to E8.5 embryos^8,9^. Human blastoids that resemble human blastocysts in terms of morphology, cell lineage composition, and transcriptome features have been generated using naïve PSCs^10–12^ or EPSCs^13,14^ under their corresponding culture conditions. On the other hand, during the somatic reprogramming or primed-to-naïve transition, the intermediates can also be induced to form human blastoids^15,16^. Recently, the model of the post-implantation human embryo has been developed from ESCs^17–19^ and EPSCs^20^. Similarly, blastoids from non-human primates, such as cynomolgus monkeys, which capture gastrulation and early pregnancy, have been developed using naïve ESCs^21^. However, the developmental potential of human blastoids cannot be tested at the moment in vivo due to ethical constraints.

Livestock species may benefit from blastoid research. So far, only bovine blastoids have been derived by assembling EPSCs and TSCs^22^. However, blastoids from livestock species have not been generated directly from ESCs. Stable porcine ESCs (pESCs) have been derived from inner cell masses^23,24^ or epiblasts (EPI)^25,26^ under different culture conditions. Whether pESCs can be induced to form blastoids remains unclear. Here we report a novel culture condition (4FIXY) that supports the derivation of pESCs. Using these pESCs, we further develop a 3D two-step differentiation system for generating porcine blastoids. These blastoids resemble porcine blastocysts in morphology, size, cell lineage composition, and transcriptome characteristics at the single-cell level. Significantly, they can survive and expand for 18 days in two different culture conditions via prolonged in vitro culture (IVC). Given that the pig is considered a suitable surrogate for humanized organs as it shares physiological and anatomical similarities with humans^27,28^, the work presented here may aid this effort in generating implantation-competent porcine blastocysts.

## Results

### Derivation of pESCs using the 4FIXY culture medium

Before generating porcine blastoids, we derived pESCs from parthenogenetic (PA) blastocysts using the new culture medium called 4FIXY. Based on the transcriptomic datasets from porcine early embryonic development^29^ and published culture medium^23–26^, we tested four cytokines activin A, IGF1, IL-6, and sIL-6 Receptor α, and together with some small chemical inhibitors, including WNT signal inhibitors XAV939 and IWR1, and ROCK inhibitor Y27632 to culture pESCs. The resulting pESCs can be passaged at single cells by enzymatic dissociation every 3–4 days at a ratio of 1:3 and form dense colonies with smooth and clear edges (Fig. 1a). Immunofluorescent staining demonstrates that pESCs express pluripotent markers, including POU5F1^24,25^, SOX2^24,25^, NANOG^24,25^, OTX2^25,29^, and E-Cadherin^30–32^ (Fig. 1b). During long-term culture, pESCs retain positive alkaline phosphatase (AP) staining signal and normal karyotypes (Fig. 1c, d). Furthermore, pESCs can form embryonic bodies (EBs) and differentiate into three germ layers in vitro (Fig. 1e, f). In immunodeficient mice, pESCs formed teratomas with derivatives of endoderm, mesoderm, and ectoderm germ layers in vivo (Fig. 1g). These results indicate that we have successfully derived pESCs under the 4FIXY culture condition.

**Fig. 1:**
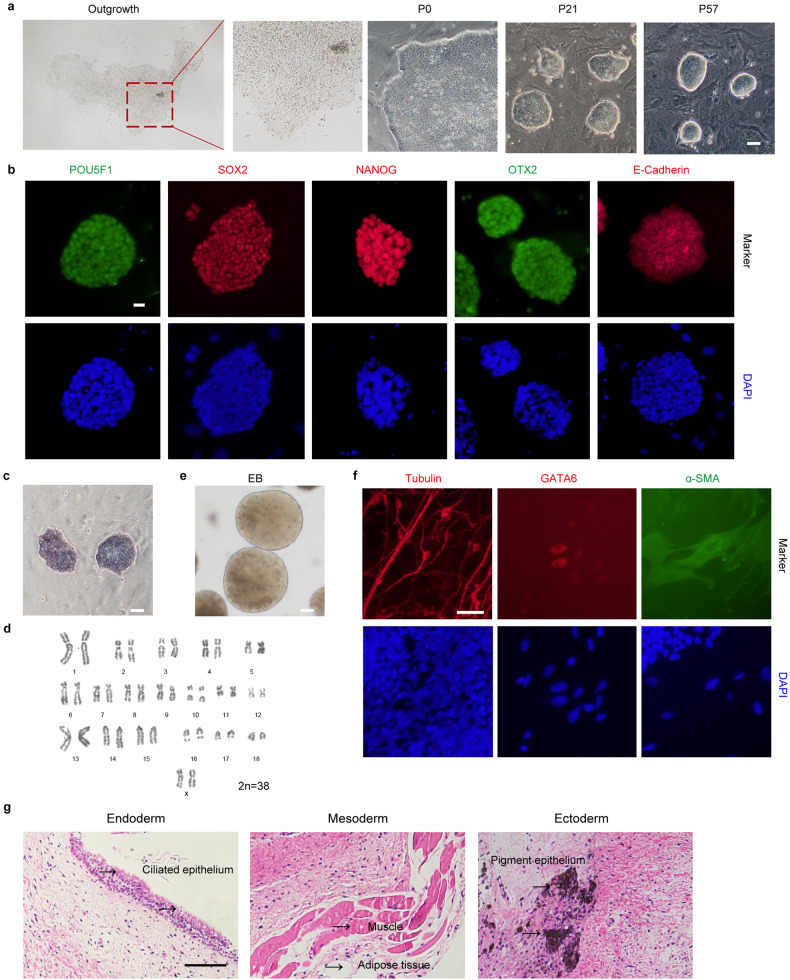
Derivation and characteristics of pESCs. **a** Representative morphology of porcine outgrowths and pESCs. Scale bar, 50 μm. **b** Representative immunofluorescent staining for pluripotency markers, including POU5F1, SOX2, NANOG, OTX2, and E-Cadherin. Scale bar, 20 μm. **c** AP staining of pESCs. Scale bar, 50 μm. **d** Karyotypes analysis of pESCs. **e** Representative morphology of EB. Scale bar, 50 μm. **f** Representative immunofluorescent staining for the ectoderm marker Tubulin, mesoderm marker α-SMA, and endoderm marker GATA6. Scale bar, 50 μm. **g** Hematoxylin and eosin staining of pESCs-derived teratomas. Scale bar, 100 μm.

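Bulk RNA-seq gives 1 expression profile for a whole culture. Total RNA of pESCs grown in 4FIXY medium was sequenced in 3 libraries. According to the methods, paired-end reads were trimmed with Trim Galore, mapped to the susScr11 genome with HISAT2 and quantified with StringTie as FPKM, the number of fragments scaled by exon length and by the total mapped. The deposited values are 1 FPKM for each of 81391 RefSeq transcripts in each library and no read counts. The library columns are named IVFP25, PA_4P7 and PAP25 and carry no replicate number. The paper gives parthenogenetic blastocysts as the origin of its pESCs, while 1 of the 3 column names begins with IVF, the usual abbreviation of in vitro fertilization. The paper and the sample labels also name different library kits and sequencers. Here the FPKM of all transcripts with the same gene symbol were added up, which gave 29886 genes, of which 18596 in IVFP25, 18351 in PA_4P7 and 18680 in PAP25 were above 0. Genes with at least 1 FPKM numbered 11520, 11575 and 11868 in the same order. The number of reads per library is not given, so no interval for counting error can be set around an FPKM, and the error given is the SD over the 3 libraries. Across all genes, the Spearman correlation between libraries was 0.959 to 0.961. Genes are not independent replicates, so no p-value is attached to these correlations. There is a single group of pESC libraries, so no test between groups was made.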

We also performed bulk RNA-sequencing (RNA-seq) of pESCs and compared these cells to those in the single-cell data during early embryogenesis (oocyte–E14). The results show that pESCs are close to a cluster of E9–E11 cells, which highly express epiblast markers (*POU5F1* and *SOX2*) (Supplementary Fig. S1a). 

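The embryo cells belong to another study and were not analysed here, so the values are those of the pESC libraries alone. *POU5F1* lies on chromosome 7 of susScr11 from 23564654 to 23570691 on the minus strand, and its longest annotated transcript has 5 exons. Its level was 639 FPKM in IVFP25, 506 FPKM in PA_4P7 and 432 FPKM in PAP25, with a mean of 526 ± 105 FPKM (SD, n = 3 libraries). Counted from the highest, this was rank 111, 119 and 130 of all genes in these libraries. *SOX2* lies on chromosome 13 from 119668476 to 119669435 and is annotated as 1 exon of 960 bp. Its level was 241, 227 and 182 FPKM in the same order, with a mean of 217 ± 31.0 FPKM (SD, n = 3), which corresponded to rank 240, 246 and 293. The mean percentile among genes above 0 was 99.4 for *POU5F1* and 98.6 for *SOX2*.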

We then performed real-time quantitative PCR to examine the gene expression profile of the core, primed, and naïve pluripotent markers. The results show that core (i.e., *POU5F1*, *SOX2*, and *NANOG*) and primed (i.e., *OTX2*, *DNMT3A*, *LIN28A*, and *NODAL*) pluripotency marker genes are expressed in pESCs, while naïve pluripotent marker genes (i.e., *TBX3*, *TFCP2L1*, *STAT3*, and *KLF17*) are minimally expressed (Supplementary Fig. S1b). These data indicate that the pESCs are in the primed pluripotent state.

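The PCR values were not analysed here. The 3 bulk RNA-seq libraries of pESCs measure the same genes. Of the 3 core genes, *NANOG* was lower than the other two in each library, at 25.7 FPKM in IVFP25, 41.9 FPKM in PA_4P7 and 12.9 FPKM in PAP25. The symbol *NANOG* stands for 2 annotated loci, on chromosome 1 from 169064134 to 169065292 and on chromosome 5 from 62931642 to 62939086, whose values were added up, so its level is uncertain. Among the primed genes, *LIN28A* on chromosome 6 (83806178 to 83818550) had a mean of 516 ± 52.3 FPKM (SD, n = 3 libraries). *OTX2* on chromosome 1 (186028575 to 186039026) had 70.3 ± 17.2 FPKM and *DNMT3A* on chromosome 3 (113501972 to 113609148) had 19.0 ± 6.68 FPKM. *NODAL* on chromosome 14 (73350358 to 73357064) was lower by more than the spread between libraries, with 0.345, 1.19 and 0.395 FPKM. Among the naïve genes, *KLF17* on chromosome 6 (167176834 to 167188418) was listed at 0 in all 3 libraries. *TFCP2L1* on chromosome 15 (30072142 to 30131810) had 0.0886 FPKM in IVFP25, was listed at 0 in PA_4P7 and had 0.0457 FPKM in PAP25. *TBX3* on chromosome 14 (37582704 to 37596767) had 0.0734 and 0.0827 FPKM in IVFP25 and PA_4P7 and 2.17 FPKM in PAP25, so its mean rests on PAP25. *STAT3* on chromosome 12 (20407316 to 20471091) had 11.1 ± 1.41 FPKM, which was above *NODAL* in every library and below the other primed genes in every library. The mean percentile of *STAT3* was 71.0 among genes above 0 and 53.9 when only genes with at least 1 FPKM were ranked. *NODAL* reaches 1 FPKM only in PA_4P7, where its percentile went from 38.6 to 2.72 by that ranking, and *TBX3* only in PAP25, where it fell to 13.4. From the expression of the core and primed genes and the minimal expression of the naïve genes in its PCR data, together with the position of the bulk profiles beside embryo cells, the paper concludes that pESCs are primed.

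**Figure D1:**
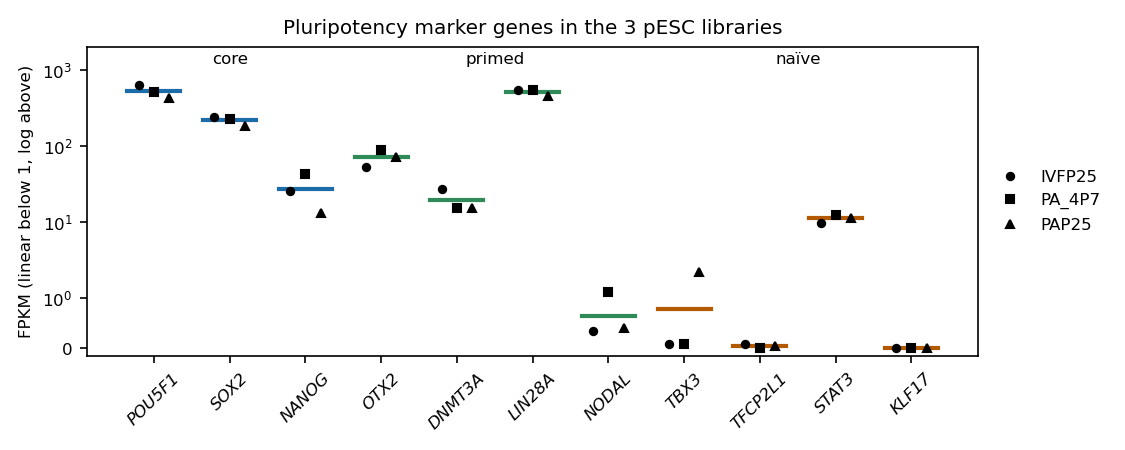
FPKM (vertical axis, linear below 1 and logarithmic above) of the 3 core, 4 primed and 4 naïve genes (horizontal axis) in the 3 pESC libraries. Each symbol is 1 library and each horizontal line the mean of 3. *NODAL* lies with the naïve genes *TBX3* and *TFCP2L1* at the bottom of the plot, and *STAT3* lies between 9.61 and 12.4 FPKM.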

### Efficient generation of blastoids with pESCs

To test whether pESCs can be assembled in vitro into blastoids, we first examined their ability to differentiate into extra-embryonic lineages, including trophectoderm (TE) and hypoblast (HYPO). To this end, we established a new culture condition (hence called induced blastoid (iBlastoid) medium) to culture pESCs for 3 days. We found that EPI-, TE- and HYPO-like cells (ELCs, TLCs, and HLCs) gradually emerged (Supplementary Fig. S2a). Immunofluorescent staining showed that GATA3- and GATA6-positive cells representing TLCs and HLCs, respectively, can be identified (Supplementary Fig. S2b). GATA3- and GATA6-positive cells are both observed in the same view with SOX2-positive cells (ELCs) (Supplementary Fig. S2b). These results indicate that pESCs possess the potential to differentiate in vitro into extra-embryonic lineages, a prerequisite for blastoid generation.

We then attempted to reconstruct porcine blastoids in a 3D culture condition (Supplementary Fig. S2c). First, we prepared the iBlastoid medium, including cytokines LIF, activin A, IGF1, IL-6, and sIL-6 Receptor α based on the expression dataset of porcine early embryonic development^29^. We also used CHIR99021, SB431542, TSA, and BMP4 to support the derivation of TLCs^24,33^. Additionally, activin A, bFGF, and CHIR99021 were applied in the medium as they contribute to the differentiation of HLCs^11^. In a one-step process, pESCs were digested into single cells and directly seeded into ultra-low attachment multiple well plates at the indicated cell numbers under the iBlastoid medium. We showed that porcine blastoids containing a blastocele-like cavity, an EPI-like compartment, and an outer TE-like layer merged gradually on days 5–7 (Supplementary Fig. S2d). Immunofluorescent staining showed the expression of three major lineage markers, including EPI marker SOX2, HYPO marker GATA6, and TE marker CDX2 in these blastoids (Supplementary Fig. S2e). The proportion of SOX2-positive blastoids is between 18.4% and 34% (Supplementary Fig. S2f).

To improve the efficiency of porcine blastoid generation, we modified and developed a more robust 3D two-step method (Fig. 2a; Supplementary Fig. S2f). In this two-step induction process, pESCs dissociated into single cells were seeded into ultra-low attachment multiple well plates in 4FXY medium (4FIXY minus IWR1) to form cell clusters on days 1–2; cell clusters were then maintained in iBlastoid medium for the following 3–5 days (Fig. 2a). The proportion of SOX2-positive blastoids ranges from 25.9% to 55% (Supplementary Fig. S2f). In iBlastoid medium, cell clusters gradually formed the blastocele-like cavity, EPI-like cells, and TE-like layers (Fig. 2b). In vitro-derived blastoids on day 6 are morphologically similar to porcine PA blastocysts at E6 and E7 (Fig. 2c). The efficiency of porcine blastoid formation ranges from 4.95% to 29.68% (Fig. 2d). Additionally, the diameters of porcine blastoids (mean, 183 μm) are similar to porcine PA blastocysts at E6 (mean, 192 μm), which are both smaller than E7 blastocysts (mean, 224 μm) (Fig. 2e). The *X*/*Y* ratio of porcine blastoids is approximately equal to 1, which indicates the round shape of blastoids and is equivalent to that of porcine blastocysts at E6 and E7 (Fig. 2f). Taken together, we show that porcine blastoids can be generated efficiently from pESCs in a 3D system.

**Fig. 2:**
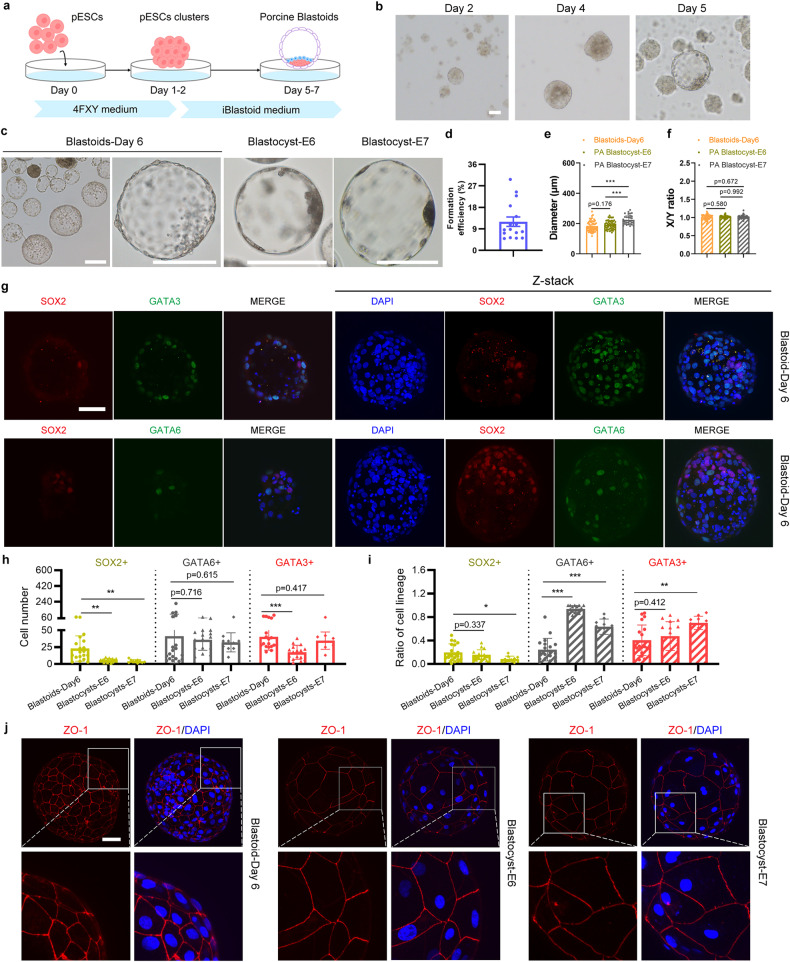
Generation of porcine blastoids using a 3D two-step strategy. **a** Schematic of porcine blastoid formation from pESCs using a 3D two-step method. **b** Representative images of cell clusters and blastoids at the indicated time points during porcine blastoid formation. Scale bar, 50 μm. **c** Representative images of porcine E6 and E7 PA blastocysts and blastoids generated from pESCs on day 6 using a 3D two-step method. Scale bars, 200 μm. **d** Formation efficiency of pESCs-derived blastoids (*n* = 16). Formation efficiency indicates the ratio of blastoids over all aggregates. **e** The diameter of porcine blastoids (*n* = 53) and porcine PA blastocysts at E6 (*n* = 50) and E7 (*n* = 33). The diameter was calculated by ImageJ. **f** The *X*/*Y* ratio of porcine blastoids (*n* = 53) and porcine PA blastocysts at E6 (*n* = 50) and E7 (*n* = 33). **g** Representative immunofluorescent staining for EPI marker SOX2, TE marker GATA3, and HYPO marker GATA6 in pESCs-derived blastoids. Scale bars, 50 μm. **h** Cell numbers of the individual lineage of per porcine blastoid (*n* = 19) and porcine PA blastocysts at E6 (*n* = 16) and E7 (*n* = 10). **i** The ratio of the individual lineage of per porcine blastoid (*n* = 19) and porcine PA blastocyst at E6 (*n* = 16) and E7 (*n* = 10). **j** Representative immunofluorescent staining for tight junction marker ZO-1 in porcine blastoid and porcine PA blastocysts at E6 and E7. Scale bar, 50 μm. *P < 0.05; **P < 0.01; ***P < 0.001. The *P* values were calculated using unpaired *t*-tests.

### Porcine blastoids exhibit characteristic features of blastocysts

To explore whether reconstructed porcine blastoids contained the characteristic three lineages of blastocysts, we performed immunofluorescent staining to detect markers for EPI (SOX2)^25,29^, HYPO (GATA6)^25,29^, and TE (GATA3)^25,29^ and showed that porcine blastoids contain these cells (Fig. 2g). We also confirmed additional markers for EPI (POU5F1)^25,29^, HYPO (GATA4)^25,29^, and TE (CDX2)^25,29^ in porcine blastoids (Supplementary Fig. S3). Notably, EPI (SOX2, POU5F1) and HYPO (GATA6, GATA4) markers were mainly expressed in the inner cells, and TE markers GATA3 and CDX2 were expressed in the outer cells (Fig. 2g; Supplementary Fig. S3). Then, we calculated the cell numbers and ratio of these three cell lineages in porcine blastoids. The blastoids contain more cells than E6 and E7 PA blastocysts. Compared to E6 blastocysts, these porcine blastoids contain more ELCs and TLCs, while the proportions of ELCs and TLCs are comparable to E6 blastocysts (Fig. 2h, i). The numbers of HLCs are similar, while the ratio of HLCs in blastoids is lower than that in E6 blastocysts (Fig. 2h, i). Compared to E7 blastocysts, cell numbers and proportions of ELCs are both higher. HLCs and TLCs numbers are similar while their ratio is lower than that in E7 blastocysts (Fig. 2h, i). Intercellular tight junctions between the TLCs of blastoids can be detected by immunofluorescent staining of ZO-1 (Fig. 2j). Taken together, our data demonstrate that the pESCs-derived blastoids display characteristics similar to porcine blastocysts.

### Single-cell transcriptomics of porcine blastoids

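In droplet-based scRNA-seq, each droplet's RNA carries a barcode and each captured molecule a unique molecular identifier (UMI), so that molecules are counted per gene and per cell. The sample labels give day 6 as the age of the blastoids. According to the methods, blastoids with a cavity and both EPI-like and TE-like compartments were picked by hand and dissociated. The cells were loaded on the 10x Genomics Chromium system, and reads were mapped to susScr11 and counted with Cell Ranger. The deposited values are raw UMI counts per gene in every barcode of 2 libraries. They hold 3364747 barcodes with 289452283 UMIs in library 1 and 3442770 barcodes with 302211552 UMIs in library 2, and most of these barcodes are empty droplets. Because the methods name no rule for calling cells, cells were called here in each library by the order-of-magnitude rule of Cell Ranger, which kept 7369 barcodes with at least 11223 UMIs in library 1 and 8175 barcodes with at least 9805 UMIs in library 2. Of these, 82 and 95 with a mitochondrial share of UMIs above 2.51% and 2.30% were removed. The 7287 and 8080 cells left had a median of 29850 and 27754.5 UMIs and of 6345 and 6152 genes, and held 87.2% of all UMIs in either library. Doublets were kept, since the methods name no removal. The libraries were then integrated and clustered with Seurat as in the methods, on 2 UMAP dimensions with k.param 30 and resolution 0.15. The 18 lineage genes whose values are reported were left out of the features used for clustering, so that the clusters were not built from them. For comparisons between lineages, UMIs were summed per library and lineage, since cells are not replicates, and the sums were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The clusters come from the same libraries as the tested values, so the p-values describe these clusters and are not independent evidence for them.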

To determine the transcriptional profiles of porcine blastoid-derived cells, we performed single-cell RNA sequencing (scRNA-seq) from two samples (Fig. 3a). 

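The 15367 cells of both libraries fell into 12 clusters, numbered from 0 by size. The largest, cluster 0, held 2802 cells, 1331 from library 1 and 1471 from library 2. The smallest, cluster 11, held 67 cells, 28 from library 1 and 39 from library 2. Both libraries contributed to all 12 clusters. The median number of UMIs per cell ranged from 20784.5 in cluster 9 to 39600 in cluster 5. When neighbours were found on 30 principal components in place of the 2 UMAP dimensions, there were 7 clusters, and with k.param 30 and resolution 0.2 there were 17. The number was 13 when the 18 lineage genes were kept among the features for clustering, and also without the filter on mitochondrial share. Cluster numbers of this re-clustering need not match those of Supplementary Fig. S4a.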

Uniform manifold approximation and projection (UMAP) analysis revealed that porcine blastoid-derived cells were divided into 13 clusters (Supplementary Fig. S4a). We identified ELCs, HLCs, and TLCs using known signature markers such as *SOX2* and *POU5F1* for ELCs; *GATA6* and *GATA4* for HLCs; and *GATA3* and *GATA2* for TLCs (Fig. 3b, c; Supplementary Fig. S4b). 

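On susScr11, *GATA6* lies on chromosome 6 from 107282709 to 107314725, *GATA4* on chromosome 14 from 14858470 to 14938156, *GATA3* on chromosome 10 from 63367684 to 63397977 and *GATA2* on chromosome 13 from 71981139 to 71997626. In the re-clustered cells the rule of the paper's methods was applied to these genes, *SOX2* and *POU5F1*. A cluster was assigned to a lineage when on average over 50% of its cells had a UMI of that lineage's 2 markers and their scaled average expression was above 0.1, and to the lineage with the highest expression if several qualified. Because these genes set the assignment, their levels in the assigned cells describe the groups and are not a separate test of them. Summed over the cells assigned to each lineage, *SOX2* had 78.7 CPM (counts for each 1e6 UMIs of the sum) in ELCs, 7.46 in HLCs and 17.3 in TLCs, as means of the 2 libraries. *POU5F1* had 223, 18.1 and 24.8 CPM in the same order. *GATA6* had 171 CPM in HLCs against 7.60 in ELCs and 5.03 in TLCs, and *GATA4* had 109 CPM against 1.38 and 1.03. *GATA3* had 149 CPM in TLCs, 105 in ELCs and 54.0 in HLCs, and *GATA2* had 71.2, 56.5 and 19.3 CPM. Droplets without a cell hold free RNA. In barcodes with 10 to 100 UMIs, the means were 13.5 CPM for *SOX2*, 76.1 for *POU5F1*, 7.35 for *GATA6*, 7.1 for *GATA4*, 77.3 for *GATA3* and 53.9 for *GATA2*. The level of *SOX2* in HLCs, of *POU5F1* in HLCs and TLCs, of *GATA6* in TLCs, of *GATA4* in ELCs and TLCs and of *GATA3* and *GATA2* in HLCs was thus below that of empty droplets, and that of *GATA6* and *GATA2* in ELCs was close to it.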

Clusters were assigned to the most likely cell type based on two key criteria: the percentages of cells expressing the marker genes within the cluster and the scaled average expression level. Cell clusters revealed specific expressions of different lineage markers. Cluster 5 expresses *SOX2* and *POU5F1* and represents ELCs; clusters 7 and 10 express *GATA6* and *GATA4* and are regarded as HLCs; seven clusters (0–4, 6, 12) express *GATA3* and *GATA2* and are annotated as TLCs (Fig. 3b; Supplementary Fig. S4a). 

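Of the 12 clusters found here, 3 were assigned to ELCs, 1 to HLCs and 6 to TLCs, and 2 met the criteria for no lineage. Clusters 5, 6 and 7, assigned to ELCs, had a *SOX2* UMI in 84.3%, 77.9% and 59.0% of cells and a *POU5F1* UMI in 94.3%, 55.7% and 93.1%. Clusters 5 and 7 also met the criteria for TLCs, with *GATA3* in 79.7% and 85.7% and *GATA2* in 71.4% and 77.6% of cells, and were assigned to ELCs because the scaled expression of *SOX2* and *POU5F1* was higher. In cluster 7, *GATA3* had 158 CPM and *GATA2* 95.6 CPM, the highest *GATA2* value of all clusters. Cluster 4, assigned to HLCs, had *GATA6* in 92.2% and *GATA4* in 64.8% of cells. Over all cells assigned to ELCs, *SOX2* was detected in 74.1% ± 3.25 (SD, n = 2 libraries), against 34.9% ± 1.04 in TLCs and 9.78% in HLCs, and *POU5F1* in 81.0% ± 0.440, against 34.8% ± 4.73 and 16.7%. In HLCs, *GATA6* was detected in 92.1% ± 1.40 of cells, against 14.1% in ELCs and 9.16% in TLCs, and *GATA4* in 64.2% ± 5.81, against 3.22% and 2.36%. In TLCs, *GATA3* was detected in 92.1% ± 0.700 of cells and *GATA2* in 74.6% ± 1.67. In ELCs the same genes were detected in 70.8% ± 8.38 and 63.3% ± 7.32, and in HLCs in 44.9% and 22.7%. Depth differed between the groups, with median UMIs in libraries 1 and 2 of 36820 and 32123 for ELCs, 24446.5 and 20471 for HLCs and 29040.5 and 27118 for TLCs. After each cell was thinned to 16500 UMIs, *SOX2* was detected in 58.5% of ELCs and 22.5% of TLCs, *POU5F1* in 73.4% and 23.7%, *GATA6* and *GATA4* in 86.8% and 57% of HLCs, *GATA3* in 84.8% of TLCs and 62.0% of ELCs, and *GATA2* in 59.7% and 47%. Thinning left out the shallower cells, which were 83 and 236 ELCs, 148 and 172 HLCs and 286 and 514 TLCs in libraries 1 and 2. The names follow the markers alone. Among the 10 genes with the highest fold over other cells, cluster 4 had 5 genes of a fibroblast list and none of a HYPO list, cluster 1 had 1 amnion gene and no TE gene, and cluster 3 had 1 neural gene and no TE gene, all by lists fixed before the data were examined. The 5 genes leading cluster 4 were *COL3A1*, *MYL7*, *COL1A2*, *TWIST1* and *ACTC1*, those leading cluster 1 were *TAC3*, *S100A6*, *GABRP*, *TIMP1* and *CYP17A1*, and those leading cluster 3 were *KCNAB1*, *PAX6*, *NRXN3*, *SGIP1* and *EYA2*. In the other TLC clusters 0, 2, 8 and 11, none of the top 10 genes is on the TE list or on any other of these lists. Their leading genes thus neither contradict the name nor speak for it. ELCs, HLCs and TLCs therefore stand for cells assigned by the marker rule.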

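Clusters 9 and 10 of the re-clustered cells, with 158 and 84 cells, met the criteria for no lineage. Cluster 9 had 85 cells from library 1 and 73 from library 2, and cluster 10 had 41 and 43. In cluster 9, *SOX2* was detected in 33.5% of cells, *POU5F1* in 21.5%, *GATA6* in 4.43%, *GATA4* in 1.27%, *GATA3* in 50.0% and *GATA2* in 51.3%. In cluster 10 the percentages were 14.3%, 29.8%, 2.38%, 1.19%, 45.2% and 42.9% in the same order. The scaled average expression was below 0 for all 6 genes in both clusters, with the highest values for *GATA4* at -0.312 in cluster 9 and -0.318 in cluster 10. The 5 genes with the highest fold over other cells were *THSD7B*, *NEUROG1*, *GAL*, *SELENOM* and *NFASC* in cluster 9 and *CRABP1*, *SCRG1*, *NPY*, *ZEB2* and *NLGN1* in cluster 10. No cluster was excluded here on other grounds.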

For clusters 8, 9, and 11, where the percentages were < 50% and the scaled average expression level was below 0.1 for all the marker genes, and determining the most likely cell type was challenging. Thus, these clusters were excluded. Each of the porcine blastoid lineages showed distinct gene expression patterns that are similar to their corresponding lineage in porcine embryos (Fig. 3d, e; Supplementary Fig. S4c). For instance, known EPI genes^25,29^ (*DNMT3B*, *ETV5*, *ZIC2*) are specific to the ELC cluster. 

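The embryo cells were not analysed here, so the values compare the blastoid lineages with each other. Of 19469 genes tested on the 6 sums of 2 libraries and 3 lineages, 9464 differed between ELCs and the mean of the other lineages, 10073 between HLCs and the others and 9390 between TLCs and the others at an adjusted p below 0.05 by edgeR. Of the genes in Fig. 3e that are not treated elsewhere, *COL3A1* had 1096 CPM in HLCs, 13.2 in ELCs and 16.9 in TLCs, a log2 fold change of 6.25 against the mean of the other lineages (standard error 0.40, adjusted p = 4.0e-06 from edgeR's quasi-likelihood test). For *COL1A1* in HLCs the log2 fold change was 5.35 (adjusted p = 2.4e-08, edgeR). Both collagen genes are also on the fibroblast list. *CRABP1* had 452 CPM in ELCs, 46.9 in HLCs and 23.5 in TLCs, with a log2 fold change of 3.62 (adjusted p = 2.7e-06, edgeR). Among the ELC clusters it had 1286 CPM in cluster 6 but 53.1 in cluster 5 and 108 in cluster 7, against 48.8 in the HLC cluster 4, so the ELC value rests on cluster 6. *CRABP1* was higher still in the unassigned cluster 10, at 4686 CPM, and its log2 fold change changed most with the processing, to 0.73 when every barcode with at least 1000 UMIs was taken as a cell. *UTF1* had a log2 fold change of 2.78 in ELCs (adjusted p = 6.1e-07, edgeR) and *TFAP2A* of 1.76 in TLCs (adjusted p = 2.7e-06, edgeR), with 348 CPM in TLCs, 169 in ELCs and 71.4 in HLCs. All 5 genes were higher in their lineage than in either of the other two. In empty droplets *COL3A1* had 79.8 CPM, *COL1A1* 33.0, *CRABP1* 330, *UTF1* 66.8 and *TFAP2A* 189, as means of the libraries, so each of the 5 genes was below the level in empty droplets in both lineages other than its own, which does not bound the free RNA within cells.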

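*DNMT3B* lies on chromosome 17 of susScr11 from 36345715 to 36386076, *ETV5* on chromosome 13 from 123873346 to 123930292 and *ZIC2* on chromosome 11 from 68840802 to 68845441. *DNMT3B* had 137 ± 39.8 CPM in cells assigned to ELCs (SD, n = 2 libraries), 15.1 ± 2.51 in HLCs and 16.8 ± 2.88 in TLCs. Its log2 fold change in ELCs against the mean of the other lineages was 2.98 (standard error 0.18, adjusted p = 5.4e-06 from edgeR's quasi-likelihood test). *ETV5* had 48.1 ± 8.22, 14.2 ± 1.66 and 6.41 ± 0.524 CPM, a log2 fold change of 2.19 (standard error 0.11, adjusted p = 2.7e-06, edgeR). *ZIC2* had 93.6 ± 5.71, 16.1 ± 0.391 and 8.52 ± 1.59 CPM, a log2 fold change of 2.85 (standard error 0.10, adjusted p = 7.1e-07, edgeR). The ELC value of each gene was above that of the other lineages in both libraries, by more than the spread between libraries. Single clusters differ in this. In cluster 7, with 1124 of the 3744 ELCs, *DNMT3B* had 43.6 CPM, against 57.9 in the TLC cluster 11 and 41.7 in the TLC cluster 8, *ETV5* had 16.6 CPM, against at most 14.5 in an HLC or TLC cluster, and *ZIC2* had 21.4 CPM, against 25.5 in cluster 11. *DNMT3B* was highest in cluster 5, at 226 CPM. *ETV5* and *ZIC2* were highest in cluster 6, at 95.9 and 153 CPM, where 12.9% of cells were called doublets. The top 10 genes of cluster 6 hold 1 gene of the EPI list, *CRABP1*, and 0 of the neural list. They also include *PAX7*, *FEZF1*, *LHX2* and *SIX3*, so its values need not stand for epiblast alone. In empty droplets the 3 genes had 38.4, 11.2 and 22.7 CPM, so *DNMT3B* and *ZIC2* in HLCs and TLCs and *ETV5* in TLCs were below the level in empty droplets. A UMI of *DNMT3B* was found in 59.5% of ELCs, 22.8% of HLCs and 29.0% of TLCs, one of *ETV5* in 56.7%, 22.3% and 15.4%, and one of *ZIC2* in 70.2%, 21.0% and 17.6%, without thinning. The log2 fold change of *DNMT3B* was 4.27 when every barcode with at least 1000 UMIs was taken as a cell, the highest of all settings tried, and 2.87 in library 1 alone, the lowest.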

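*NID2* lies on chromosome 1 of susScr11 from 181699098 to 181773084 and *COL4A1* on chromosome 11 from 76858332 to 76997409, where it overlaps *COL4A2* on the other strand. In cells assigned to HLCs, *NID2* had 91.4 ± 10.7 CPM (SD, n = 2 libraries), against 5.08 in ELCs and 2.93 in TLCs. Its log2 fold change in HLCs against the mean of the other lineages was 4.60 (standard error 0.08, adjusted p = 9.3e-09 from edgeR's quasi-likelihood test). It was detected in 64.0% of HLCs, 12.3% of ELCs and 7.32% of TLCs. *COL4A1* had 183 ± 8.29 CPM in HLCs, 40.4 in ELCs and 34.4 in TLCs, a log2 fold change of 2.34 (standard error 0.06, adjusted p = 3.0e-08, edgeR), and was detected in 87.9%, 65.0% and 51.5% of cells. Both differences were larger than the spread between libraries. Empty droplets had 7.22 CPM of *NID2*, which is above its level in ELCs and TLCs, and 28.1 CPM of *COL4A1*. The HLC values are those of cluster 4 alone, whose leading genes include collagens and *TWIST1* and in which 15.0% of cells were called doublets, against 6.16% over all cells.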

HYPO gene *NID2*^25,29^ is specific to the HLC cluster; another HYPO gene *COL4A1*^25,29^, is highly expressed in the HLC cluster. 

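*KRT8* lies on chromosome 5 of susScr11 from 18172423 to 18180277 and *SFN* on chromosome 6 from 84188521 to 84189824 as a single annotated exon. *KRT8* had 5527 ± 326 CPM in TLCs (SD, n = 2 libraries), 3423 ± 280 in ELCs and 3091 ± 50.7 in HLCs. It was detected in 99.9% of ELCs and 100% of HLCs and TLCs, so a share of cells does not tell the lineages apart. Its log2 fold change in TLCs against the mean of the other lineages was 0.87 (standard error 0.05, adjusted p = 3.9e-06 from edgeR's quasi-likelihood test), larger than the spread between libraries. *SFN* had 226 ± 0.577 CPM in TLCs, 86 in ELCs and 35.4 in HLCs, a log2 fold change of 2.13 (standard error 0.04, adjusted p = 5.6e-08, edgeR), and was detected in 87.4%, 59.2% and 24.6% of cells. Single clusters go the other way, since the TLC clusters 2 and 3, with 1639 and 1515 cells, had 3839 and 3252 CPM of *KRT8* and 77.8 and 104 CPM of *SFN*, below the ELC cluster 7 at 4435 and 145 CPM. Empty droplets had 6329 CPM of *KRT8*, more than any of the 3 lineages, and 208 CPM of *SFN*, close to TLCs and more than ELCs and HLCs. The unassigned cluster 10 had 600.3 and 16.4 CPM, below all 3 lineages, so the level in empty droplets is not that of free RNA within cells. Together with *DNMT3B*, *ETV5*, *ZIC2*, *NID2* and *COL4A1*, 7 of 7 genes had an adjusted p below 0.05 in their lineage and were higher there than in either other lineage, over all genes tested and also adjusted over the list alone.

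**Figure D2:**
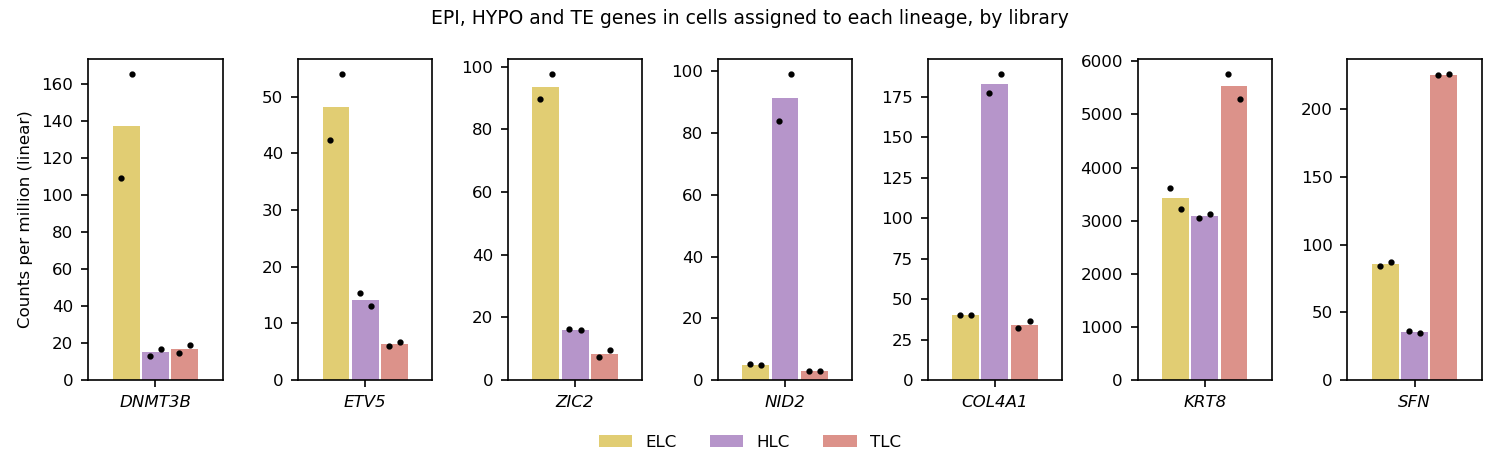
CPM (vertical axes, linear from 0, a scale for each gene) of 7 lineage genes in cells assigned to ELCs, HLCs and TLCs. Bars are means of the 2 libraries and points are library 1 (left) and library 2 (right). *DNMT3B*, *ETV5* and *ZIC2* are highest in ELCs, *NID2* and *COL4A1* in HLCs and *KRT8* and *SFN* in TLCs, and *KRT8* has at least 3091 CPM in every group.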

Known TE genes^25,29^ (*KRT8*, *SFN*) are most highly expressed in TLC clusters (Supplementary Fig. S4d, e). We then assessed the resolving power by clustering with different parameter combinations. Except for a few combinations where the resolution is too low to distinguish some small cell populations, most parameter combinations consistently produce results in defining cell types (Supplementary Fig. S5). These results confirm the presence of EPI-, HYPO-, and TE-like lineage cells in the porcine blastoids.

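The 15 combinations of k.param 30, 40 and 50 with resolution 0.1, 0.12, 0.15, 0.18 and 0.2 were run on the same UMAP. They gave 9 to 17 clusters. The same cells were assigned to HLCs in all 15 combinations. The share of all cells assigned to ELCs ranged from 9.79% to 27.3% and that assigned to TLCs from 61.5% to 74.5%. The unassigned share was 1.57% in 13 combinations and 6.07% and 6.05% in the others. Agreement between 2 combinations was measured with the Jaccard index, the number of cells given the same assignment in both over the number of different cell and assignment pairs in either. Over 105 pairs of combinations its median was 0.859 and its highest value 0.999, and 33 pairs were above 0.9. The lowest was 0.702 (exact 95% binomial interval 0.695 to 0.709, for counting error only), between resolution 0.12 and 0.18 at k.param 50. For single lineages the lowest index was 0.338 for ELCs and 0.794 for TLCs. With another UMAP seed the lowest index over all assignments was 0.673.

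**Figure D3:**
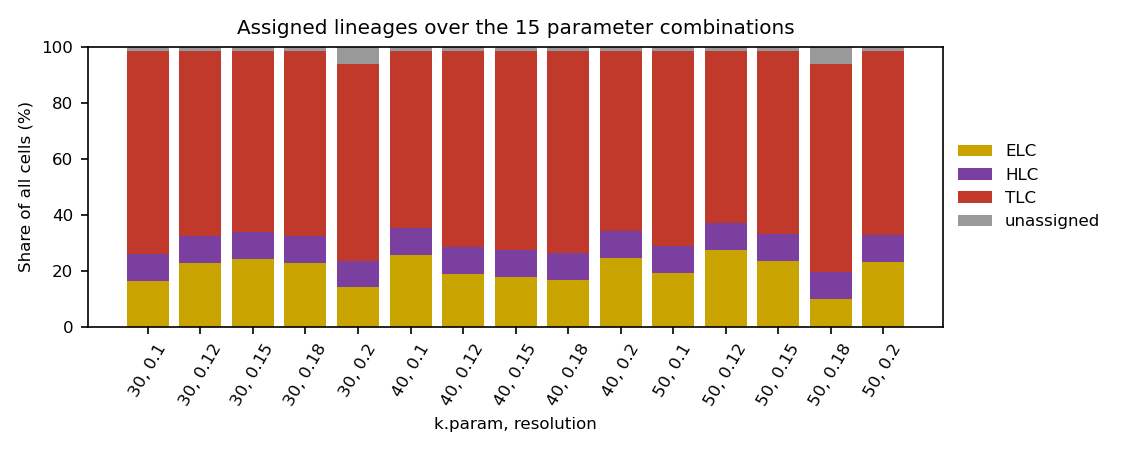
Share of all cells (vertical axis, percent) assigned to ELCs, HLCs and TLCs or unassigned under each of the 15 combinations of k.param and resolution (horizontal axis). The HLC share stays the same in all combinations while cells move between ELCs, TLCs and the unassigned group.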

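The share of cells assigned to each lineage was computed per library. In library 1, 20.7% of cells (exact 95% binomial interval 19.7 to 21.6) were assigned to ELCs, 11.7% (11.0 to 12.5) to HLCs and 65.9% (64.8 to 67.0) to TLCs. In library 2 the shares were 27.7% (26.7 to 28.7), 7.78% (7.21 to 8.39) and 63.1% (62.0 to 64.1). The intervals cover counting error only, and they do not overlap between libraries for any of the 3 lineages. Over both libraries the means were 24.2% ± 4.99 (SD, n = 2) for ELCs, 9.74% ± 2.76 for HLCs and 64.5% ± 2.02 for TLCs, and 1.58% ± 0.208 of cells were unassigned. In this setting the order of the 3 shares was the same in both libraries. The order of ELCs and HLCs depended on the processing, and in library 1 clustered alone the ELC share was 5.28%, below the HLC share of 11.8%. From clusters that express the markers of each lineage, the lineage genes found in them and the agreement over parameter combinations, the paper concludes that blastoids hold cells of all 3 lineages.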

**Fig. 3:**
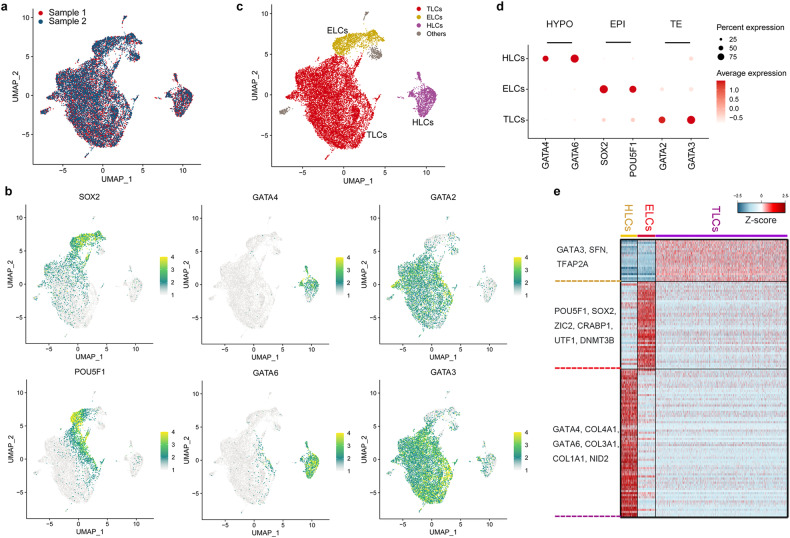
Single-cell transcriptional profiling of porcine blastoids. **a** UMAP representation of two sample distributions for porcine blastoids. **b** UMAP showing expression of EPI markers (*SOX2*, *POU5F1*), HYPO markers (*GATA4*, *GATA6*), and TE markers (*GATA2*, *GATA3*). **c** Cells derived from porcine blastoids are colored by origin: ELCs (yellow), HLCs (purple), and TLCs (red). **d** Dot plot indicating EPI markers (*SOX2*, *POU5F1*), HYPO markers (*GATA4*, *GATA6*), and TE markers (*GATA2*, *GATA3*). **e** Heatmap representing the expression of cell lineage-specific genes in ELCs, HLCs, and TLCs.

Next, we asked whether the porcine blastoids derived from pESCs resemble porcine blastocysts at the transcriptome level. We carried out integrated analysis with single-cell transcriptomes derived from porcine oocytes and embryos at different stages^25^. Principal component analysis (PCA) revealed that blastoid-derived cells can be mapped close to blastocyst cells (Fig. 4a). To further evaluate the similarities between lineage cells from blastoids and blastocysts, we employed two comparison methods for integrated analysis, which can unbiasedly and quantitatively benchmark the blastoid-derived cells. In pig early embryonic development, the first lineage segregation is initiated at E5; the second lineage segregation begins at E6 and ends at the E7 stage^25,29^; EPI then transits to ectoderm from E10 to E11^25^, demonstrating that three lineage cells, including EPI, TE, and HYPO, are well segregated at E7, E8, and E9. Therefore, to investigate the correlation between blastoids and blastocyst-derived cells for all three lineages (ELCs with EPI, TLCs with TE, and HLCs with HYPO), single-cell transcriptomes of porcine embryos at E7, E8, and E9 were chosen to perform integrated analysis (Fig. 4b). We identified EPI, HYPO, and TE using markers *SOX2* and *POU5F1* for EPI; *GATA6* and *GATA4* for HYPO; and *GATA3* and *GATA2* for TE (Fig. 4c–e; Supplementary Fig. S6a). We then performed UMAP analysis and showed that ELCs, TLCs, and HLCs in blastoids overlap with their EPI, TE, and HYPO counterparts from blastocysts, respectively (Fig. 4f). Additionally, we utilized scPred^34^, an accurate supervised cell-type classification method to classify blastoid-derived cell types based on E7–E9 embryo datasets. Blastoid-derived cells were projected onto the E7–E9 embryo datasets that were classified into lineages of EPI, HYPO, TE, and undefined clusters. scPred predicted that 91%, 85%, and 54% of blastoid-derived cells possessed EPI, HYPO, and TE lineage characteristics, respectively, in their corresponding lineage group (Supplementary Fig. S6b). Overall, these results suggest that pESCs-derived blastoids possess the three characteristic lineages and, thus, very similar transcriptomic features to in vivo physiological embryos, i.e., blastocysts.

**Fig. 4:**
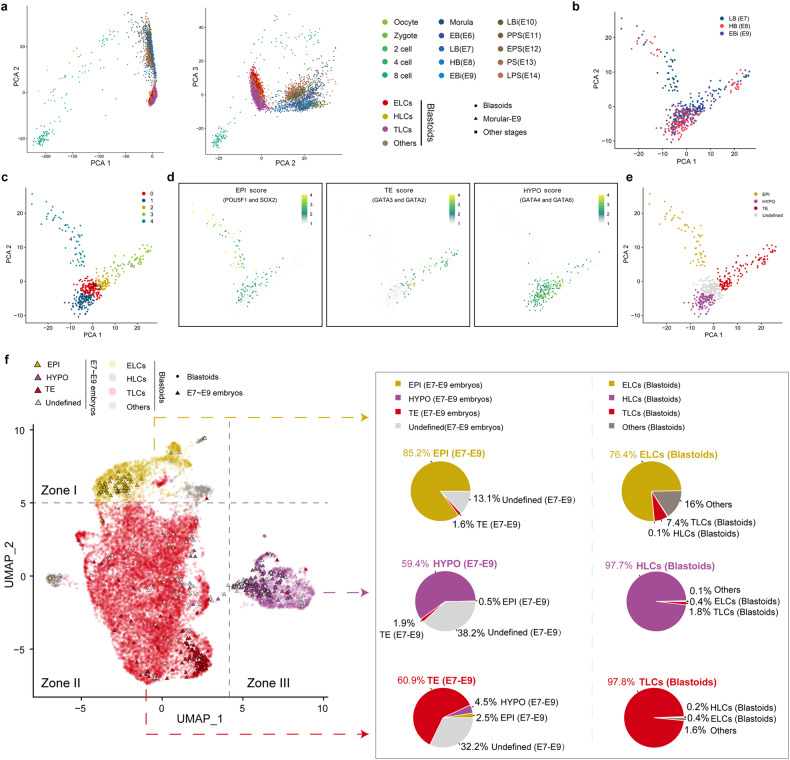
Integrated scRNA-seq analysis of porcine blastoids and embryos. **a** PCA of porcine blastoids and embryos^25^. EB (early blastula, E6), LB (late blastula, E7), HB (hatched blastula, E8), EBi (early bilaminar embryo, E9), LBi (late bilaminar embryo, E10), PPS (pre-primitive streak embryo, E11), EPS (early primitive streak embryo, E12), PS (primitive streak embryo, E13), and LPS (late primitive streak embryo, E14). **b** PCA of LB, HB, and EBi. **c** PCA analysis showing that porcine embryos^25^ at E7–E9 included five clusters. **d** Expression scores of EPI (*POU5F1* and *SOX2*), TE (*GATA2* and *GATA3*), and HYPO (*GATA4* and *GATA6*). **e** Cells derived from porcine embryos are colored by origin: EPI (yellow), HYPO (purple), and TE (red). **f** UMAP plot of porcine blastoid cells integrated with published porcine embryo cells^25^ and a pie chart showing the percentages of three lineage cells. The percentages 85.2%/59.4%/60.9% are calculated by dividing the number of EPI/HYPO/TE lineage cells by the number of embryo-derived cells in zone I/II/III, respectively. Similarly, the percentages 76.4%/97.7%/97.8% are calculated by dividing the number of ELCs/HLCs/TLCs by the number of blastoid-derived cells in zone I/II/III, respectively.

### Derivation of stem cells from porcine blastoids

We then ask whether we can derive stem cells from these blastoids as we did from blastocysts, as shown in Fig. 1a. To this end, we show that porcine blastoids support de novo derivation of ESCs in the same culture condition and TSCs in the indicated medium (Fig. 5a). The outgrowths from blastoids can be formed and pESCs generated with compact colonies (Fig. 5b) that are positive for AP staining and express pluripotent markers, including POU5F1, E-Cadherin, SOX2, NANOG, SSEA4, and β-Catenin (Fig. 5c, d). Using a TSC medium, porcine TSCs (pTSCs) can also be established and express TE marker GATA3 (Fig. 5e, f). Collectively, these results suggest that these blastoids are amenable to stem cell derivation as blastocysts.

**Fig. 5:**
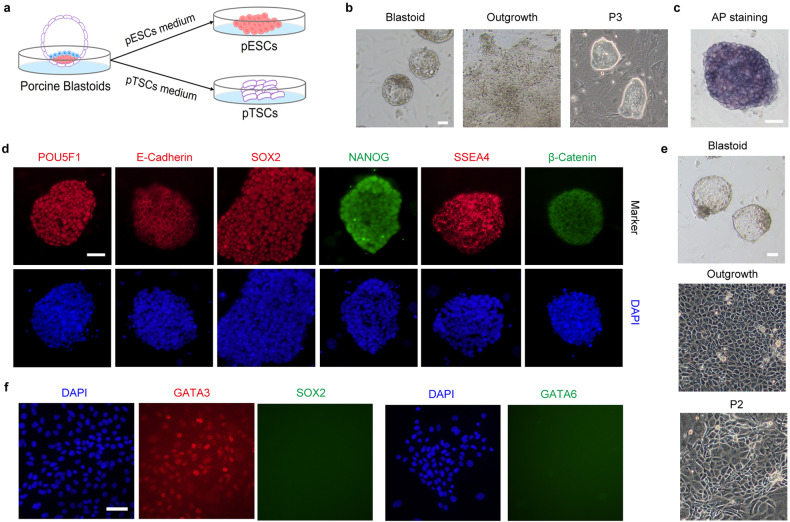
Derivation of stem cells from porcine blastoids. **a** Illustration of the establishment of pESCs and pTSCs from blastoids. **b** Representative morphology of outgrowth and pESCs derived from blastoids. Scale bar, 50 μm. **c** AP staining of pESCs derived from blastoids. Scale bar, 50 μm. **d** Representative immunofluorescent staining for pluripotent markers POU5F1, SOX2, NANOG, SSEA4, β-Catenin, and E-Cadherin in blastoids-derived pESCs. Scale bar, 50 μm. **e** Representative morphology of outgrowth and pTSCs derived from blastoids. Scale bar, 50 μm. **f** Representative immunofluorescent staining for GATA3, SOX2, and GATA6 in TSCs. Scale bar, 50 μm.

### Prolonged culture of porcine blastoids

We then explore the possibility of these blastoids growing and developing in vitro. To the best of our knowledge, the IVC approach of porcine embryos has not been established. According to IVC systems of bovine and ovine embryos^22,35^, we modified these culture conditions and developed N2B27 + AY medium for blastoid culture. The iBlastoid medium was also used for in vitro prolonged culture. Porcine blastoids on day 6 (denoted as porcine blastoid IVC day 0) with EPI-like cells and apparent cavity were chosen for in vitro prolonged culture. When IVC of porcine blastoids continues to day 18, we can see cavities of blastoids that continue to survive and expand, accompanied by an increased size of blastoids (Fig. 6a, b). The diameters of porcine blastoids range from 234 to 1707 μm (mean, 722 μm) in N2B27 + AY medium, compared to 171 to 1234 μm (mean, 384 μm) in iBlastoid medium on day 18 (Fig. 6c). The survival ratios of blastoids are 27.31% and 49.07% in N2B27 + AY and iBlastoid medium, respectively, on day 6, and decline to 1.72% and 2.96%, respectively, on day 18 (Fig. 6d). As controls, porcine PA blastocysts grow for about 6 and 8 days in N2B27 + AY and iBlastoid medium, respectively, before becoming smaller as IVC days progress (Fig. 6e–g), indicating that the culture conditions are not yet to be optimal for pig embryos.

**Fig. 6:**
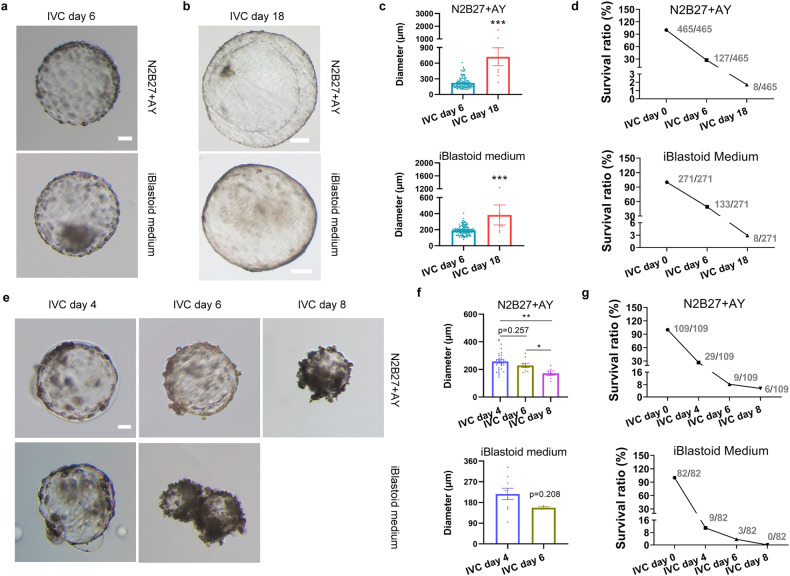
In vitro cultured porcine blastoids. **a** Representative morphology of in vitro cultured blastoids on day 6. Scale bar, 50 μm. **b** Representative morphology of in vitro cultured blastoids on day 18. Scale bars, 200 μm. **c** The diameters of in vitro cultured blastoids. The diameter was calculated by ImageJ. ***P < 0.001. The *P* values were calculated using unpaired *t*-tests. **d** The survival ratio of in vitro cultured blastoids. **e** Representative morphology of in vitro cultured porcine PA blastocysts on days 4, 6, and 8. Scale bar, 50 μm. **f** The diameters of in vitro cultured porcine PA blastocysts. The diameter was calculated by ImageJ. *P < 0.05; ** *P* < 0.01. The *P* values were calculated using unpaired *t*-tests. **g** The survival ratio of in vitro cultured porcine PA blastocysts.

Generally, mouse and human embryos undergo a series of developmental stages, including pre-implantation, implantation, and gastrulation. Implantation starts before gastrulation^36^. However, in porcine early embryo development, conceptus TE first initiates elongation and rearrangement on days 11–12 of gestation. Gastrulation then starts, followed by implantation, which is very different in mice and humans^36^. The elongation is characterized by trophoblast morphological rearrangement and transition through four distinct morphological stages, including spherical, ovoid, tubular, and filamentous forms^37^. In this study, IVC blastoids exhibit spherical shapes (Fig. 6a, b, e), indicating that the developmental stage occurs on days 8–10 of gestation before elongation. As embryos on days 8–10 of gestation contain three lineage cells (EPI, HYPO, and TE), we performed immunofluorescent staining of the three lineage markers (SOX2 for EPI, GATA6 for HYPO, and GATA3 for TE) in IVC blastoids. The results show that IVC blastoids on day 18 contain SOX2, GATA3, and GATA6-positive cells (Supplementary Fig. S7). Overall, these results indicate that the blastoids have the potential to survive and expand in vitro prolonged culture.

## Discussion

Although the generation of stable porcine PSCs isolated from embryos or reprogrammed from somatic cells has been attempted since the 1990s, it lagged behind mouse and human PSCs. Several published PSCs exhibit common self-renewal requirements^23,25,26^ and can be used to generate cloned piglets by gene editing^25^. Porcine EPSCs possess embryonic and extra-embryonic developmental potency^24^. In our study, we applied several cytokines (activin A, IGF1, IL-6, and sIL-6 Receptor α) and chemical inhibitors (XAV939, IWR1, and Y27632) to derive pESCs from PA blastocysts that share common pluripotency and differential potency in vitro and in vivo. The pESCs match closely to E9–E11 cells and express primed pluripotent genes, whose state is similar to the published pESCs^23–26^. As we all know, porcine PA^23,24^, in vitro fertilization (IVF)^23^, and in vivo^25^ embryos were generally used to generate ESCs. The efficiency of the derivation of ESCs from PA and IVF blastocysts was similar^23^. Therefore, we think our methods and culture conditions may apply to pESC derivation from IVF and in vivo embryos.

Recent advances have demonstrated that mouse, human, and monkey ESCs can be induced to generate blastoids^1,13,21^. These blastoids mimic the blastocyst morphology, cell lineage composition, and transcriptome. However, their developmental capacities remain limited. To date, ESCs from livestock species, such as pig, bovine, and sheep, have not been induced to form blastoids. In this work, we first developed a condition, i.e., the 4FIXY medium, to support the derivation of pESCs. More critically, we show that the resulting pESCs can be assembled in vitro into blastocyst-like structures, which we call blastoids.

There are some differences between porcine blastoids and blastocysts, such as cell numbers of lineages and proportions of the HYPO lineage. Blastoid modeling technology is at very early stages that requires additional investigation and optimization, particularly in developmental signaling, cell fate determination, and lineage segregation. Nevertheless, we show that these porcine blastoids recapitulate morphogenetic events during early embryo development and provide a valuable in vitro model to explore porcine embryogenesis. Future work may help solve the above-mentioned differences as well as develop more optimized conditions for prolonged culture in vitro. Future strategies are needed to improve porcine blastoid qualities and its developmental capacity. By analyzing this 3D induction system, one may identify additional means to improve the process (Fig. 7). While we have not implanted these blastoids into surrogates, we intend to secure the necessary approval and resources to do so in the near future.

**Fig. 7:**
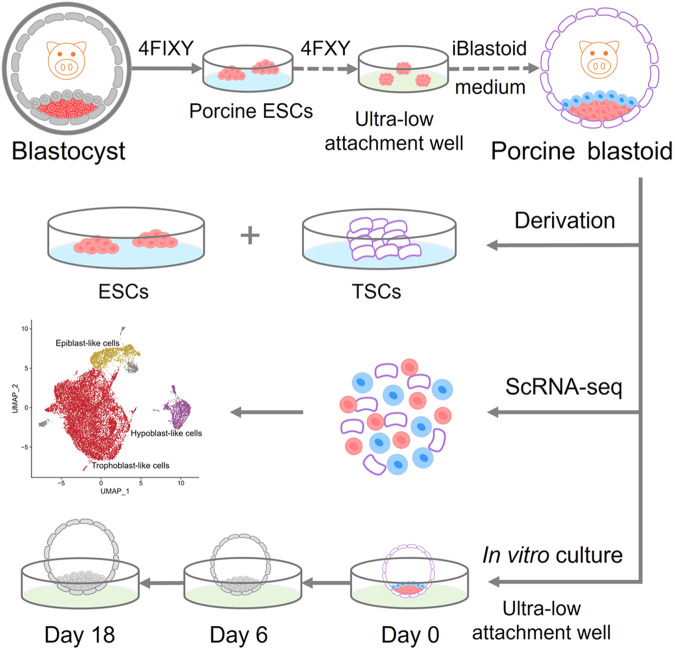
Schematic illustrating the major findings of this study.

## Materials and methods

### Animal treatment and ethics statements

All animal experiments were approved by the Animal Care and Use Committee of Westlake University.

### Establishment of pESCs

Porcine oocytes with multiple layers of cumulus cells were collected from the follicle, matured in vitro for 42–46 h, and treated with hyaluronidase to remove cumulus cells. Oocytes were then exposed to a pulse of 60 V for 30 μs in the activation medium followed by incubation in PZM-3 medium^38^. For the derivation of pESCs, the whole PA blastocysts were digested with 0.5% pronase (Sigma-Aldrich, P8811) to remove zona pellucida and then cultured in the 4FIXY or 4FXY medium plus 5% FBS on feeder cells until blastocysts were adherent. The outgrowths were dissociated with TrypLE^TM^ Select and reseeded onto mitomycin C-treated mouse embryonic fibroblast feeder cells in 4FIXY medium. The cells formed well-fined colonies about 3 days later. Cells were cultured at 38.5 °C, 5% O_2_, and 5% CO_2_.

The 4FIXY medium was composed of 1:1 (v/v) mix of Neurobasal medium (Gibco, 21103049) and DMEM/F12 (Gibco, 10565018) supplemented with N2 (Gibco, 17502048) and B27 (Gibco, 17504044) supplements, NEAA (Gibco, 11140050), GlutaMAX (Gibco, 35050061), penicillin/streptomycin (Gibco, 15140122), 5% KOSR, 100 μM 2-mercaptoethanol (Sigma-Aldrich, M3148), 0.15% FBS (Gibco, 10099141C), 20 ng/mL human IL-6 (Peprotech, AF-200-06), 20 ng/mL human sIL-6 Receptor α (Peprotech, 200-06RC), 20 ng/mL activin A (Peprotech, 120-14-1000), 50 ng/mL human IGF1 (MCE, HY-P7018), 2.5 μM XAV939 (Selleck, S1108), 2.5 μM IWR1 (Selleck, S7086), 50 µg/mL 2-Phospho-L-ascorbic acid trisodium salt (Sigma-Aldrich, 49752) and 5 μM Y-27632 (TargetMol, T1725). The 4FXY medium was the 4FIXY medium minus IWR1.

### Culturing pESCs

The pESCs were maintained on mitomycin C-treated mouse embryonic fibroblast feeder cells and enzymatically passaged every 3–4 days. The cells were dissociated as single cells by TrypLE^TM^ Select (38.5 °C, 5 min), centrifuged (250× *g*, 5 min), resuspended, and seeded in 4FIXY medium at a ratio of 1:3. Cells were cultured at 38.5 °C, 5% O_2_, and 5% CO_2_.

### EB formation

Pre-differentiated ESCs were detached using TrypLE^TM^ Select (38.5 °C, 5 min) and plated to ultra-low attachment multiple well plates in EB formation medium for 7 days. The EBs were attached on the gelatin-coated plates in DMEM (HyClone, SH30022.01B) supplemented with 15% FBS and 5 μM Y-27632 for 3 days, cultured in DMEM plus 15% FBS for 4 days, and collected for analysis. Cells were cultured at 38.5 °C, 5% O_2_, and 5% CO_2_.

The EB formation medium was composed of 1:1 (v/v) mix of Neurobasal medium (Gibco) and DMEM/F12 (Gibco) supplemented with N2 (Gibco) and B27 (Gibco) supplements, NEAA (Gibco), GlutaMAX (Gibco), penicillin/streptomycin (Gibco), 5% KOSR, 100 μM 2-mercaptoethanol (Sigma-Aldrich) and 5 μM Y-27632 (TargetMol).

### Generation of porcine blastoids

In the one-step process, pESCs were digested with TrypLE^TM^ Select into single cells at 38.5 °C for 5 min. Cells were collected and resuspended in iBlastoid medium. About 40,000 single cells per well were directly seeded into ultra-low attachment multiple well plates under iBlastoid medium for 5–7 days. In the two-step induction process, pESCs were dissociated with TrypLE^TM^ Select into single cells at 38.5 °C for 5 min. Cells were collected and resuspended in 4FXY medium. About 40,000 single cells per well were seeded into ultra-low attachment multiple well plates in 4FXY medium for 1–2 days. Then, cell clusters formed from pESCs were cultured in iBlastoid medium for 3–5 days. All generated porcine blastoids were manually isolated using a mouth pipette under a stereomicroscope for downstream experiments. Blastoids were cultured at 38.5 °C, 20% O_2_, and 5% CO_2_.

The iBlastoid medium was composed of 1:1 (v/v) mix of Neurobasal (Gibco) medium and DMEM/F12 (Gibco) supplemented with N2 (Gibco), and B27 (Gibco) supplements, NEAA (Gibco), GlutaMAX (Gibco), penicillin/streptomycin (Gibco), 5% KOSR, 0.075% FBS, 100 μM 2-mercaptoethanol (Sigma-Aldrich), 50 µg/mL 2-Phospho-l-ascorbic acid trisodium salt (Sigma-Aldrich), 10 ng/mL human IL-6 (Peprotech), 10 ng/mL human sIL-6 Receptor α (Peprotech), 10 ng/mL activin A (Peprotech), 5 ng/mL human LIF (Peprotech, 300-025), 50 ng/mL human IGF1, 5 ng/mL BMP4 (R&D, 314-BP), 10 ng/mL bFGF (Peprotech, 100-18B), 1.5 μM CHIR99021 (Tocris, 4423), 2.5 μM XAV939 (Selleck), 1 μM SB431542 (Selleck, S1067), 7.5 μM Y-27632 (TargetMol), 2.5 nM DZNep (Selleck, S7120), and 2.5 nM TSA (Solarbio, IT1250).

### Derivation of stem cell lines from porcine blastoids

Individual porcine blastoids were transferred onto mitomycin C-treated mouse embryonic fibroblast feeder cells in a four-well plate and cultured in 4FIXY medium (for pESCs) and TSC medium (for pTSCs). Outgrowths observed within 7 days were dissociated with TrypLE^TM^ Select and passaged onto newly mitomycin C-treated mouse embryonic fibroblast feeder cells in their corresponding medium. 5% FBS was added to the medium until blastoids were adherent. Cells were cultured at 38.5 °C, 5% O_2,_ and 5% CO_2_.

TSC medium was modified according to the previous report^33^, which was composed of 1:1 (v/v) mix of Neurobasal medium (Gibco) and DMEM/F12 supplemented with N2 (Gibco) and B27 (Gibco) supplements, NEAA (Gibco), GlutaMAX (Gibco), penicillin/streptomycin (Gibco), 100 μM 2-mercaptoethanol (Sigma-Aldrich), 50 µg/mL 2-Phospho-l-ascorbic acid trisodium salt, 50 ng/mL human EGF (Peprotech, AF-100-15), 1 μM SB431542, 2 μM CHIR99021, 0.8 mM VPA (Solarbio, IV0010), 10 μM Y-27632 (TargetMol) and 0.5 μM A83-01 (STEMCELL, 72022).

### In vitro prolonged culture of porcine blastoids

Porcine blastoids were manually isolated using a mouth pipette and transferred into new ultra-low attachment multiple well plates containing iBlastoid medium or N2B27 + AY medium. Blastoids were cultured at 38.5 °C, 20% O_2_, and 5% CO_2_.

N2B27 + AY medium was modified according to the IVC medium of bovine and ovine embryos^22,35^. N2B27 + AY medium was composed of a 1:1 (v/v) mix of Neurobasal medium and DMEM/F12 supplemented with N2 and B27 supplements, NEAA, GlutaMAX, penicillin/streptomycin, 5% KOSR, 100 μM 2-mercaptoethanol, 20 ng/mL activin A, and 10 μM Y-27632.

### Real-time quantitative PCR

Cells were collected, and total RNA was extracted using TRIZOL (Invitrogen) according to the manuscript’s instructions. Reverse transcription was performed using HiScript II Q RT SuperMix (Vazyme, R222). Quantitative PCR reactions were performed using SYBR qPCR Master Mix (Vazyme, Q711) and run on CFX96 Touch Real-Time PCR Detection System (BIO-RAD). Relative expression values were normalized to EF1α. Primers used for real-time quantitative PCR were shown in Supplementary Table S1.

### Immunofluorescent staining

Cells, blastoids, and blastocysts were fixed with 4% paraformaldehyde (PFA) for about 30 min at room temperature, washed in PBS for 5 min, and permeabilized with 0.2% Triton X-100 in PBS for 30 min. For surface marker staining, samples were not permeabilized. Samples were then blocked with a blocking buffer at room temperature for 40 min. Primary antibodies were diluted in a primary antibody dilution buffer. Blastoids/blastocysts in 96 wells or cells were incubated with primary antibodies overnight at 4 °C. Samples were washed three times for 15 min with PBS and incubated with fluorescent-dye conjugated secondary antibodies diluted in secondary antibody dilution buffer for 1 h at room temperature. Samples were washed three times with PBS. Finally, samples were counterstained with DAPI at room temperature for 3 min. Blastoids were imaged on 8 well μ-slides (ibidi). Blastocysts were imaged in a glass slide under a coverslip.

### Karyotype analysis

Before karyotype analysis, pESCs were treated with 4 μg/mL colchicine in culture medium for 2 h. The cells were digested, centrifuged, resuspended with 0.075 M KCl hypotonic solution, and incubated at 37 °C for 15 min. After that, pESCs were fixed with a precooled 3:1 (v/v) mix of methanol and acetic acid, and this step was repeated three times. The resuspended pESCs were dropped on precooled slides, dried, and stained with Giemsa.

### Teratoma formation

About 0.5–1 × 10^7^ cells of pESCs were digested and collected by centrifugation (250 × *g*, 5 min) and subcutaneously injected into the dorsal flank of NCG mice. After about 10 weeks, teratomas were collected and processed for sectioning.

### Hematoxylin and eosin staining

Teratomas were collected and fixed with 4% PFA for over 24 h. Teratoma tissues were dehydrated with gradient alcohol, transferred into xylene, embedded in paraffin, and sectioned into serial cross-sections of a 5-μm thickness. The cross-sections were deparaffinized in xylene, rehydrated with a gradient of ethanol, and stained with hematoxylin and eosin.

### Bulk RNA-seq and analysis

A total amount of 1 µg RNA was used as input material. Sequencing libraries were generated using NEBNext® UltraTM RNA Library Prep Kit for Illumina^®^, and index codes were added to attribute sequences to each sample. Library quality was assessed on the Agilent Bioanalyzer 2100 system. The library preparations were sequenced on an Illumina NovaSeq platform (Illumina, USA), and 150 bp paired-end reads were generated. The RNA-seq reads were trimmed using Trim Galore (v0.6.4) and then mapped to the susScr11 reference genome with HISAT2 (v2.2.1), and StringTie (v2.2.1) was used to quantify the transcription level of each gene in each sample into FPKM (Fragments per kilobase of exon per million mapped reads).

### scRNA-seq

Porcine blastoids with EPI-like and TE-like compartments and cavities were picked up manually by mouth pipette and dissociated into single cells by 0.25% trypsin–EDTA at 37 °C for 10–20 min. The dissociation was terminated by 15% FBS, and samples were centrifuged at 500× *g* for 5 min. Cell pellets were resuspended in DMEM/F12 and filtered through a 40-μm cell strainer. Single-cell suspensions were carried out with 10x Genomics Chromium Single Cell Kit for Single-cell RNA-seq.

### scRNA-seq data collection

The porcine embryo dataset included CRA003960^25^.

### Single-cell RNA-seq data analysis

The scRNA-seq reads were mapped to the susScr11 reference genome using 10x Genomics Cell Ranger (v7.1.0)^39^ after quality control by Dr.seq2 (v2.2.1)^40^. Following that, Seurat (v4.3.0)^41^ was used to integrate samples using the transcription level of each gene in each sample as input. We first identified the nearest neighbors of each single cell, followed by unbiased clustering using a graph-based approach with the Louvain algorithm on the two dimensions reduced by UMAP analysis. Subsequently, clusters were assigned to the most likely cell type based on two key criteria: the percentages of cells expressing the marker genes within each cluster and the scaled average expression level. Clusters in which over 50% of cells expressing marker genes for a specific lineage and an average expression level exceeding 0.1 were regarded as specific lineage-like cells. This was the case for most clusters. For clusters that met these criteria for multiple lineage-specific markers, they were regarded as the lineage-like cells with the highest expression level. Clusters that did not meet the criteria for any lineages were excluded. Dimensional reduction and clustering were performed using Seurat function RunUMAP(), FindNeighbors(), and FindCluster() (with parameters k.param = 30 and resolution = 0.15) after normalization. The specific expressed genes with an average log fold change > 0.8 and a differential expressed percentage > 30% for each cell type were found using the FindAllMarkers() function. The scaled average expression value of given markers for each lineage was calculated as the expression score (EPI: *POU5F1* and *SOX2*, TE: *GATA3* and *GATA2*, HYPO: *GATA6* and *GATA4*). Seurat (v4.3.0) was used to assess cluster similarities between blastoids and E7–E9 embryos^25^. scPred^34^ was used to classify cell types of porcine blastoid-derived cells based on the E7–E9 embryo dataset. scPred utilized an accurate supervised approach combining unbiased feature selection and a machine-learning probability-based prediction method to classify cell types. In the training step, the gene expression matrix undergoes eigen decomposition to extract orthonormal linear combinations of gene expression values. Then, informative principal components (PCs) are selected using a two-tailed Wilcoxon signed-rank test for each cell class distribution. The cell-PC matrix is divided into *k* groups; the first group is used as a testing set for cross-validation, while the remaining *k*−1 groups are used to train a classification model (SVM). The best-performing model is selected based on its prediction accuracy. In the prediction step, gene expression values from each cell are projected onto the trained principal component basis, using these PCs to predict cell class probabilities with the model. Specifically, in our study, we trained the scPred model using scRNA-seq data of published porcine early embryos^25^. Based on early embryo scRNA-seq data, cell lineages with their respective characteristics, including EPI, HYPO, and TE, are identified. Other cells with multiple characteristics are considered as “Undefined”. Applying this prediction model to scRNA-seq data of porcine blastoids resulted in the classification of blastoid-derived cells into four cell classes (EPI lineage, HYPO lineage, TE lineage, and Undefined).

### Statistical analysis

The *P* values were calculated using unpaired *t*-tests and shown in the related figures. *P* < 0.05 is considered significant.

### Supplementary information

Supplementary Information

## Data Availability

The RNA-seq and scRNA-seq data have been deposited in the Gene Expression Omnibus database under the accession number GSE242553. Further information of the current study is available from the corresponding author on reasonable request.

# Supplementary material for: Pig blastocyst-like structure models from embryonic stem cells
**Source:** Cell Discov. 2024 Jul 2;10:72. doi: 10.1038/s41421-024-00693-w

## Pig Blastocyst-like Structure Models from Embryonic Stem Cells

Jinzhu Xiang<sup>1,2</sup>, Hanning Wang<sup>1,2</sup>, Bingbo Shi<sup>1</sup>, Jiajun Li<sup>1</sup>, Dong Liu<sup>1</sup>, Kaipeng Wang<sup>1</sup>, Zhuangfei Wang<sup>1</sup>, Qiankun Min<sup>1</sup>, Chengchen Zhao<sup>1\*</sup>, Duanqing Pei<sup>1\*</sup>

<sup>2</sup> These authors contributed equally: Jinzhu Xiang and Hanning Wang

**Supplementary Fig. S1 The pESCs exhibited the primed pluripotent state.** **a** Integrated analysis of pESCs and published embryo data<sup>1</sup>. EB (early blastula, E6), LB (late blastula, E7), HB (hatched blastula, E8), EBi (early bilaminar embryo, E9), LBi (late bilaminar embryo, E10), PPS (pre-primitive streak embryo, E11), EPS (early primitive streak embryo, E12), PS (primitive streak embryo, E13), and LPS (late primitive streak embryo, E14). **b** Real-time quantitative PCR data of pluripotent markers in pESCs. Core pluripotent genes included *POU5F1*, *SOX2*, and *NANOG*; Primed genes included *DNMT3A*, *LIN28A*, *OTX2*, and *NODAL*; Naïve genes included *KLF17*, *TBX3*, *STAT3*, and *TFCP2L1*.

**Supplementary Fig. S2 Generation and optimization of porcine blastoids.** **a** Representative image of ELCs, TLCs, and HLCs in iBlastoid medium. Scale bar, 50  $\mu$ m. **b** Representative immunofluorescent staining for GATA3, SOX2, and GATA6 showing the differentiation of pESCs into TE, EPI, and HYPO lineages at indicated medium. Scale bar, 50  $\mu$ m. **c** Schematic depiction of porcine blastoid induction from pESCs using the one-step method. **d** Representative images of porcine blastoids generated using the one-step method. Scale bar, 200  $\mu$ m. **e** Representative immunofluorescent staining for markers of EPI (SOX2), TE (CDX2), and HYPO (GATA6) in reconstructed blastoids. Scale bar, 50  $\mu$ m. **f** Comparison of generating blastoids using one-step and two-step methods.

**Supplementary Fig. S3 Expression of three lineage markers of porcine blastoids and blastocysts.** **a** Immunofluorescent staining for EPI markers (SOX2, *POU5F1*), TE markers (GATA3, CDX2), and HYPO marker (GATA4) in pESCs-derived blastoids. Scale bars, 50  $\mu$ m. **b** Immunofluorescent staining for markers of EPI (SOX2), TE (GATA3), and HYPO (GATA6) in pESCs-derived blastoids. Scale bars, 50  $\mu$ m. **c** Immunofluorescent staining for markers of EPI (SOX2), TE (GATA3), and HYPO (GATA6) in porcine blastocysts at E6 and E7. Scale bars, 50  $\mu$ m.

**Supplementary Fig. S4 A single-cell landscape of pESCs-derived blastoids.** **a** UMAP analysis showing that porcine blastoids included thirteen clusters. **b** Identification of cell lineages based on lineage markers. **c** Expression score of ELCs, TLCs, and HLCs. **d** UMAP showing expression of known EPI genes (*ETV5*, *DNMT3B*), HYPO genes (*NID2*, *COL4A1*), and TE genes (*SFN*, *KRT8*). **e** Dot plot indicating the selected EPI, HYPO, and TE lineage genes.

**Supplementary Fig. S5 A single-cell landscape of blastoids under different parameters.** **a** The flow chart

detailing the parameter selection for the definition of ELC, HLC, and TLC populations. **b** Heatmap showing the Jaccard index of various parameters measuring the consistency of cell type assignments. **c** UMAP visualization of unbiased clustering and cell type assignment results for porcine blastoids under various parameters. k: k.param, res: resolution.

**Supplementary Fig. S6 Single cell transcriptome analysis of blastoids and blastocysts.** **a** Identification of three cell lineages based on lineage markers. **b** Pie chart showing percentage of scPred-inferred lineage cells in porcine blastoid-derived cells. Blastoid-derived cells were projected onto E7-E9 embryo dataset using scPred method. The percentages are calculated by dividing the number of cells with predicted lineage characteristics (EPI, HYPO, TE, undefined, and unassigned ones) by the total number of blastoid-derived ELCs, HLCs, TLCs, and others, respectively.

**Supplementary Fig. S7 Immunofluorescent staining of IVC blastoids.** **a** Immunofluorescent staining of IVC blastoids in iBlastoid medium on day 18. Scale bar, 200 μm. **b** Immunofluorescent staining of IVC blastoids in N2B27+AY medium on day 18. Scale bar, 200 μm.

**Supplementary Table S1 Primers for real-time quantitative PCR analyses used in this study.**

| Gene    | Forward (5'-3')        | Reverse (5'-3')        |
|---------|------------------------|------------------------|
| EF1α    | AATGCGGTGGGATCGACAAA   | CACGCTCACG TTCAGCCTTT  |
| POU5F1  | TGAGGCTTTGCAGCTCAGTT   | TCTCCAGGTTGCCTCTCACT   |
| SOX2    | CATCAACGGTACACTGCCTCTC | ACTCTCCTCCCATTTCCTCTTT |
| NANOG   | CCTACAATCCAGCTCTTTGG   | CTCAGGCATTGGTGAAGATT   |
| TBX3    | TGTACATTCACCCAGACAGCC  | CTTGGAAGGCCAAAGTAAATC  |
| TFCP2L1 | TGCACGAAGAGACCTTGACC   | CGCGGATGGTACTCTTCACA   |
| KLF17   | AGCACCACTTATGTGAGCCA   | CTCTCACCTGTGTGTTTGCG   |
| STAT3   | CAGATCCAGTCGGTGGAACC   | GTATGGGGCAGCACTACCTG   |
| LIN28A  | GTTCTGCATTGGGAGCGAGA   | GGCAGTTTGCA TTCCTTGGC  |
| NODAL   | CGTCTCCAGATGGACCTGTT   | CTGCTCTGGAGAGAGGTTGG   |
| OTX2    | CGGAGTCCAGGGTTCAGGTA   | ACTGGCCACTTGTTCCA CTC  |
| DNMT3A  | TTCCTGGTATGAACAGGCCG   | CTCAGTGCACCACAGGATGT   |

Reference

1. Zhi, M. et al. Generation and characterization of stable pig pregastrulation epiblast stem cell lines. *Cell Res* **32**, 383-400 (2022).

Supplementary Fig. S1

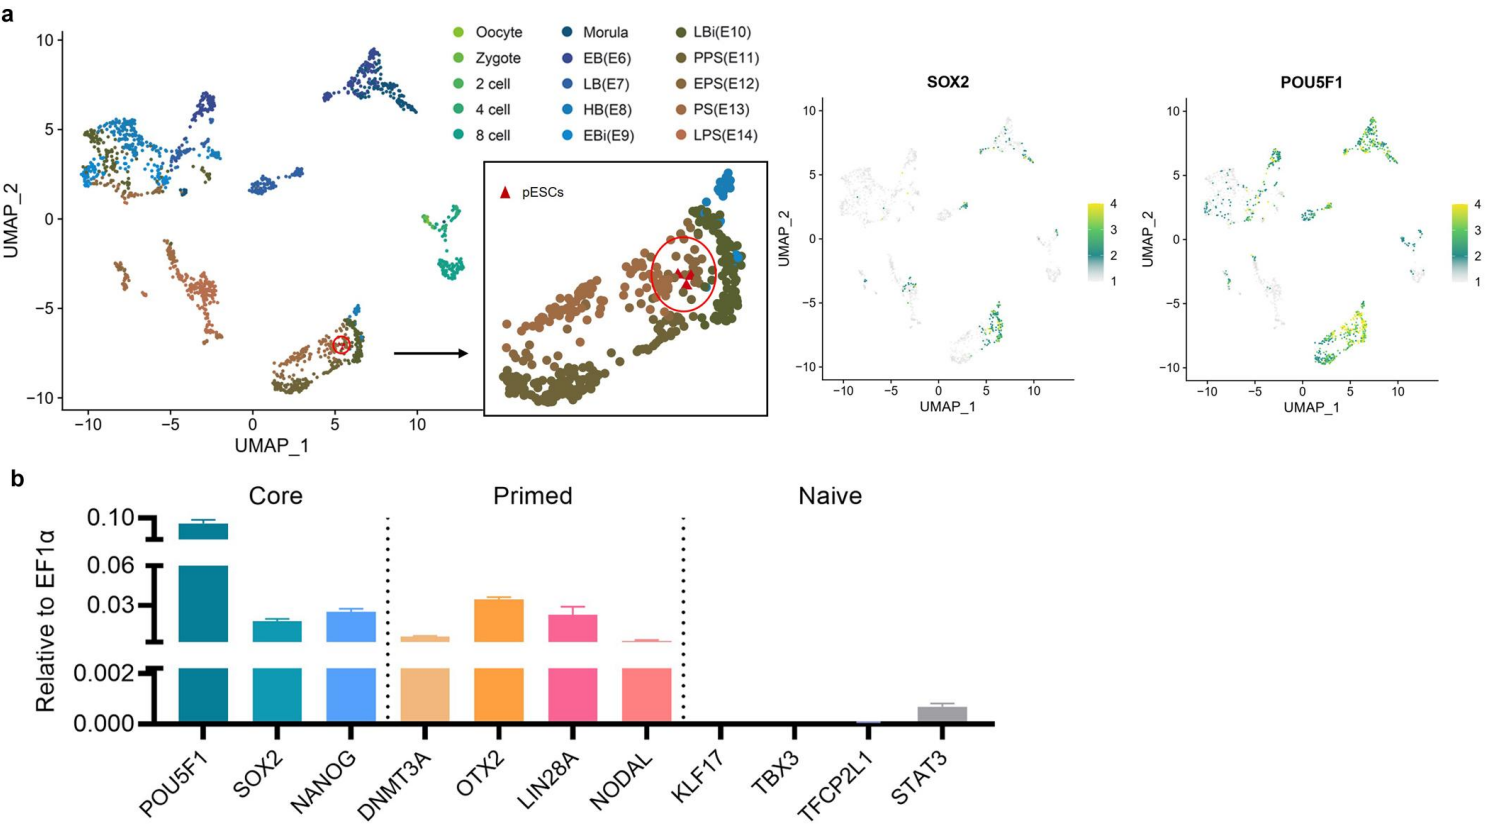

Supplementary Fig. S2

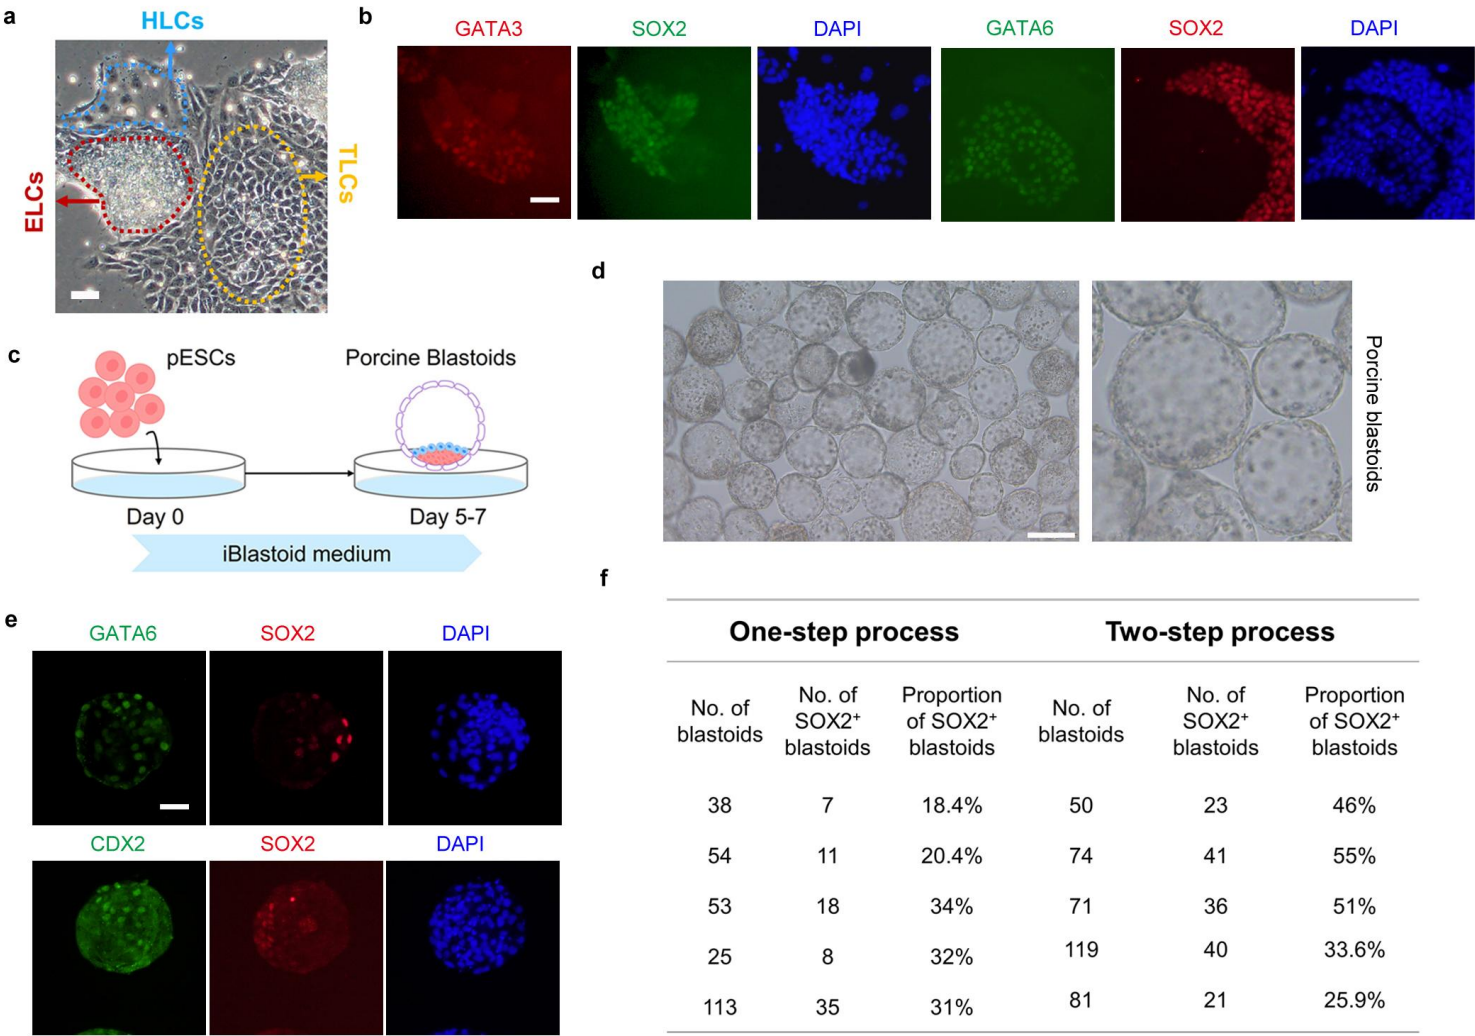

Supplementary Fig. S3

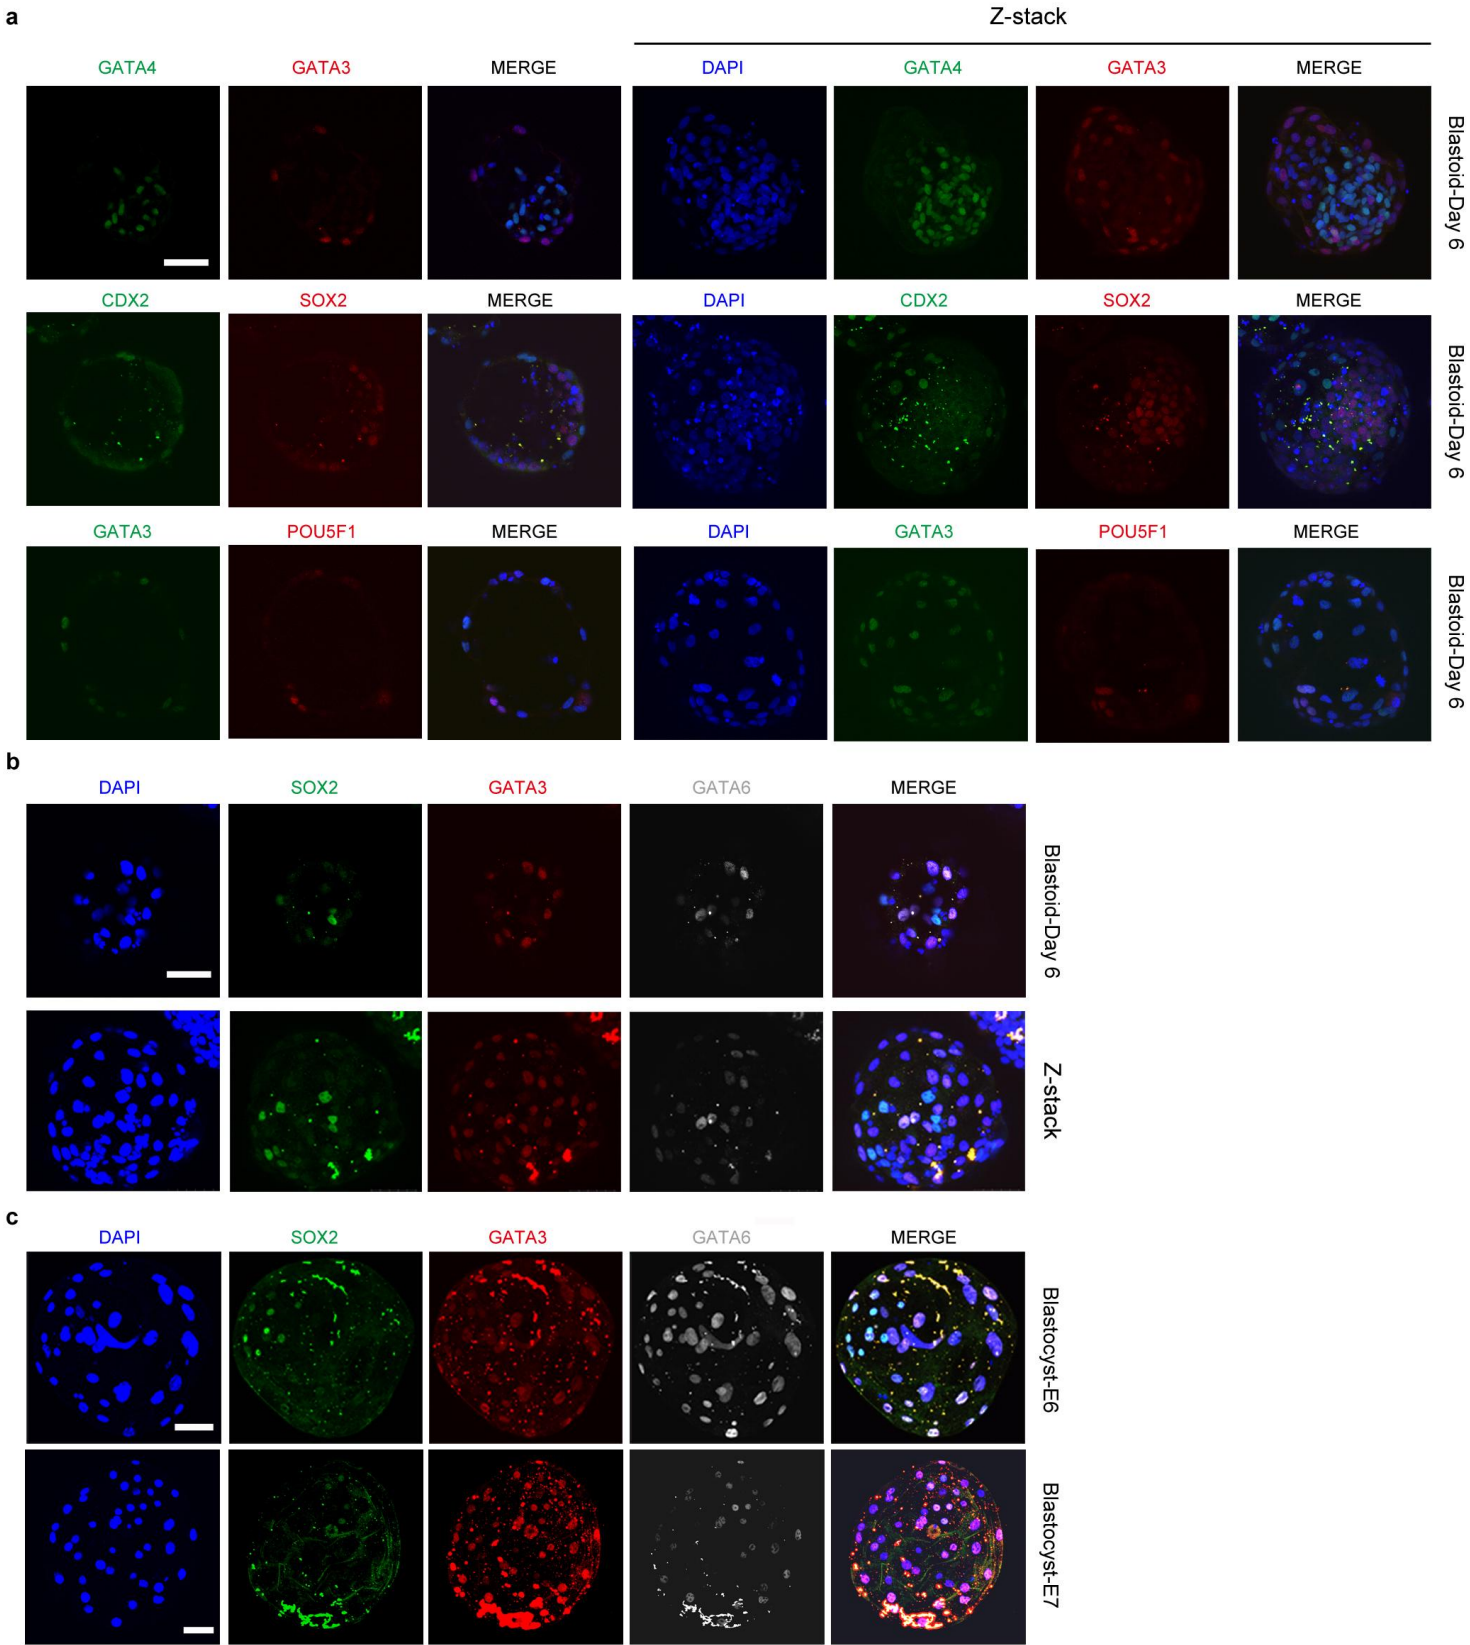

Supplementary Fig. S4

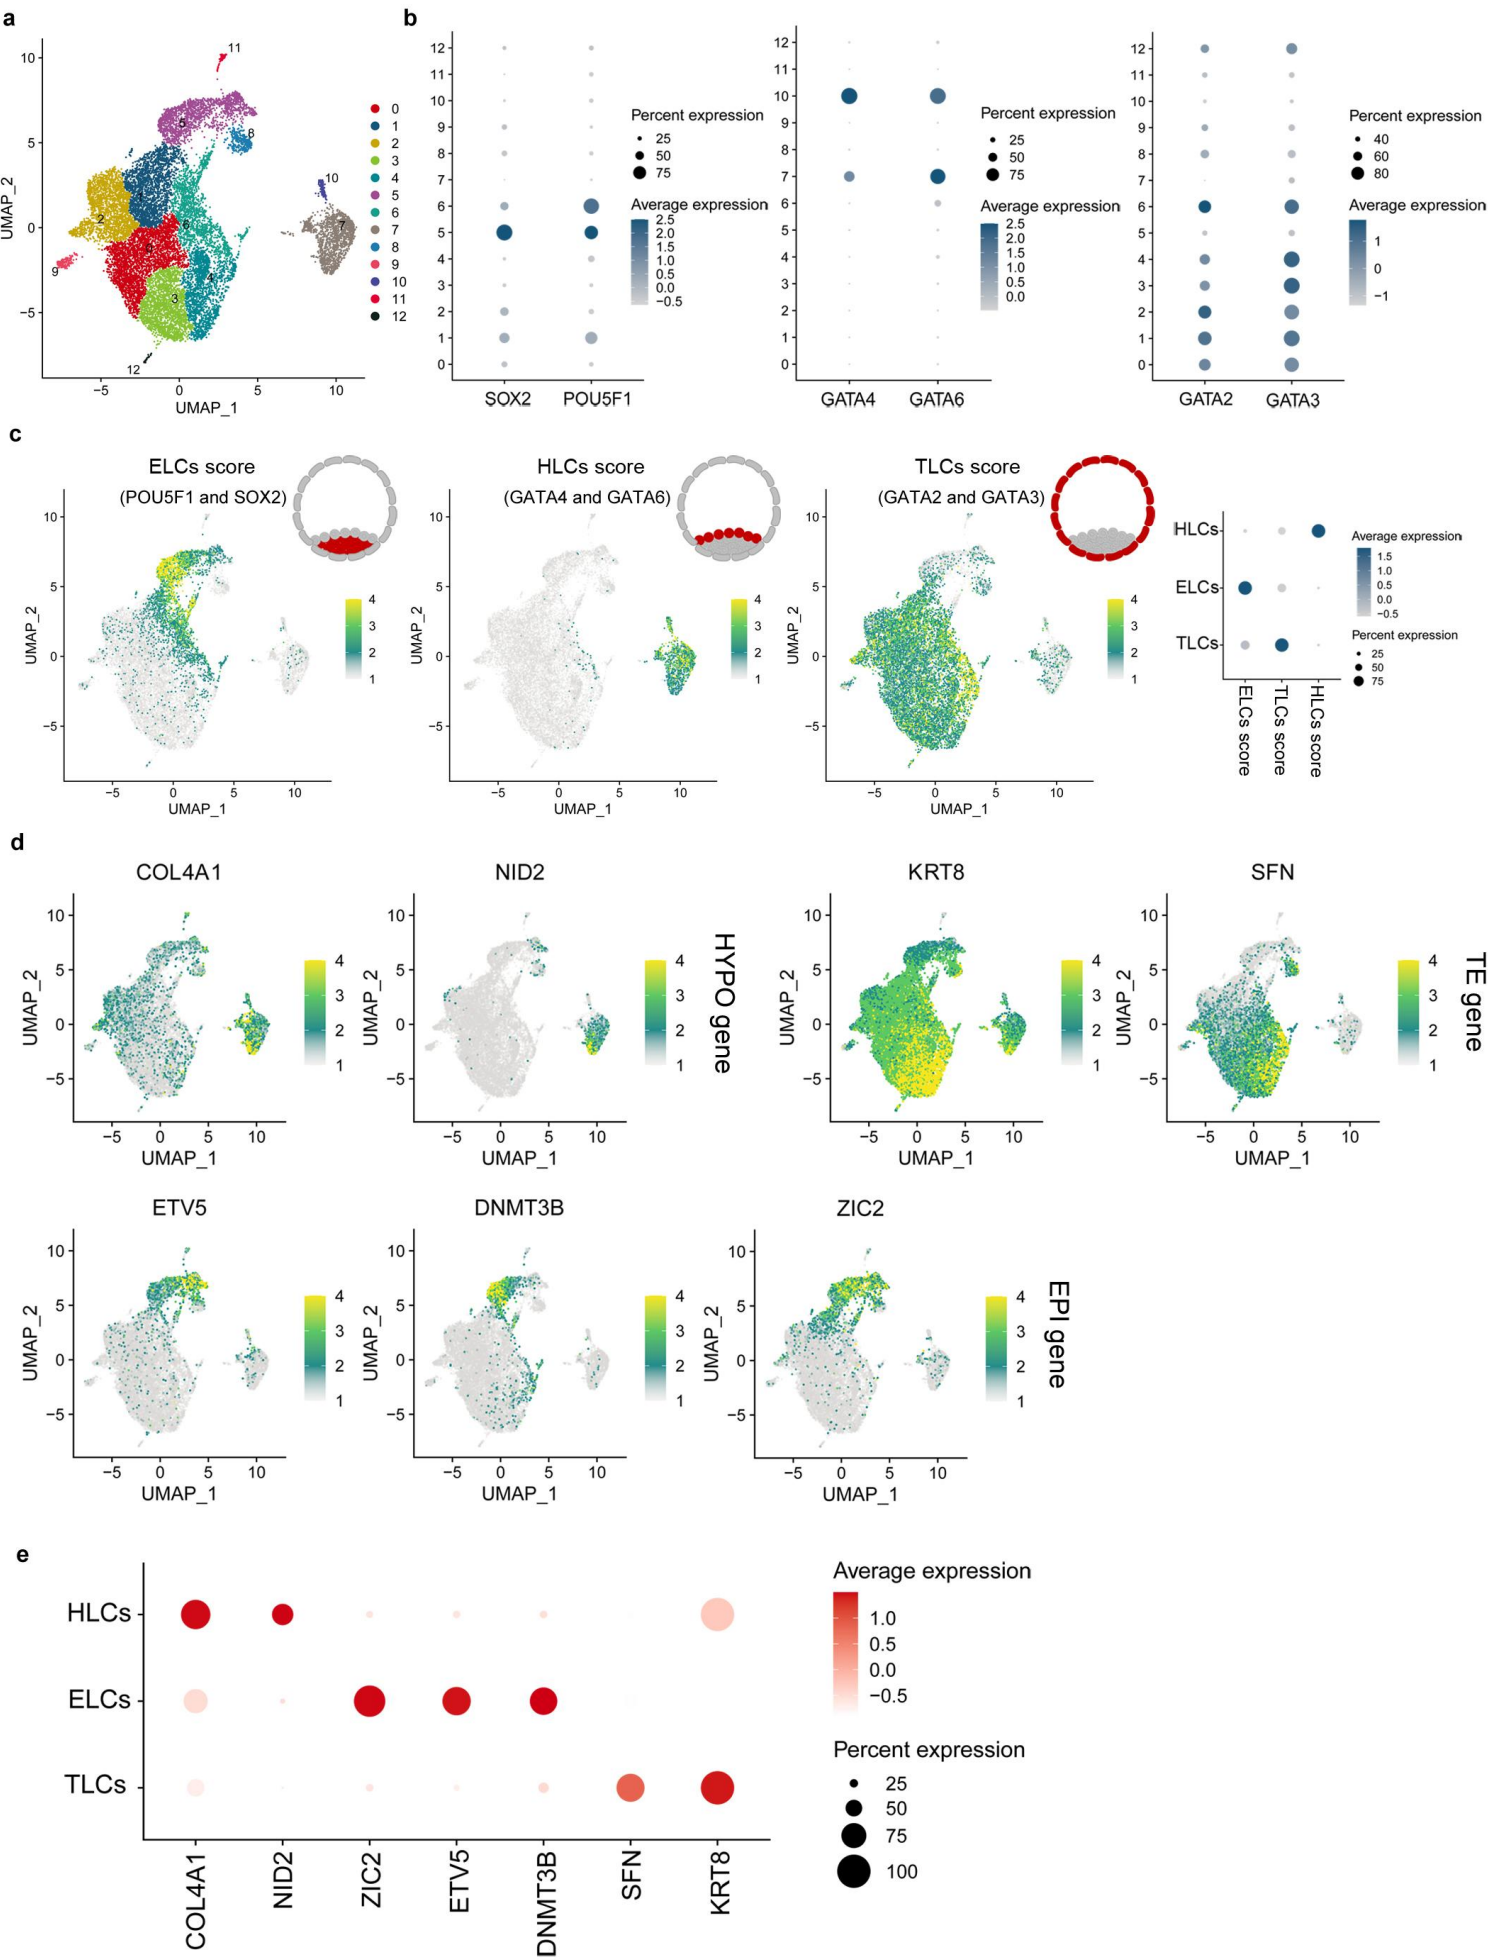

Supplementary Fig. S5

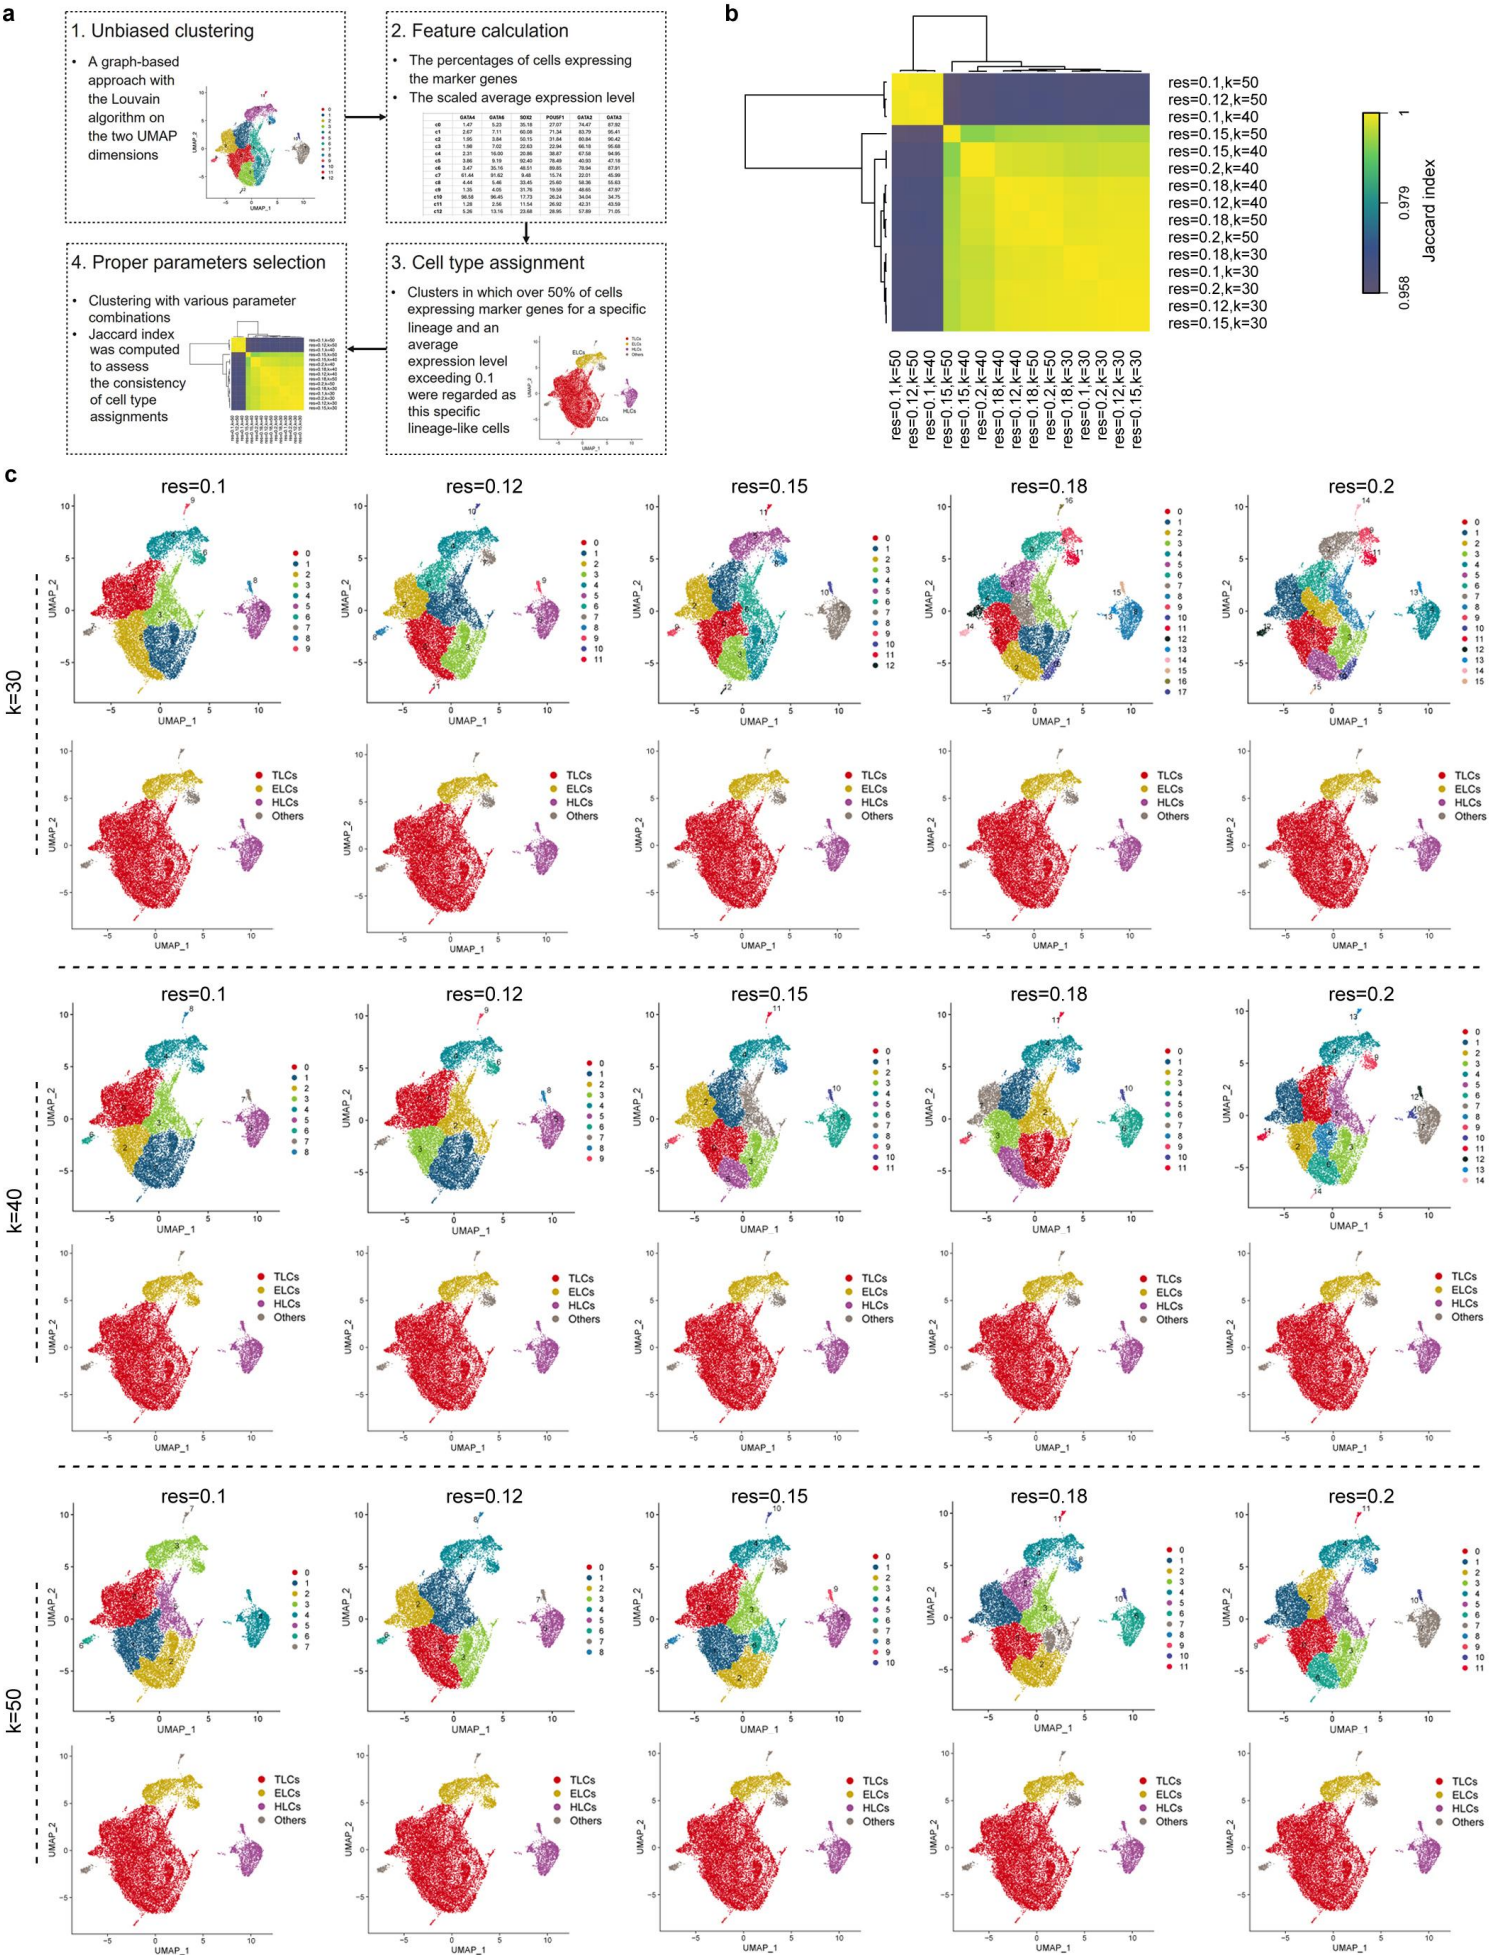

Supplementary Fig. S6

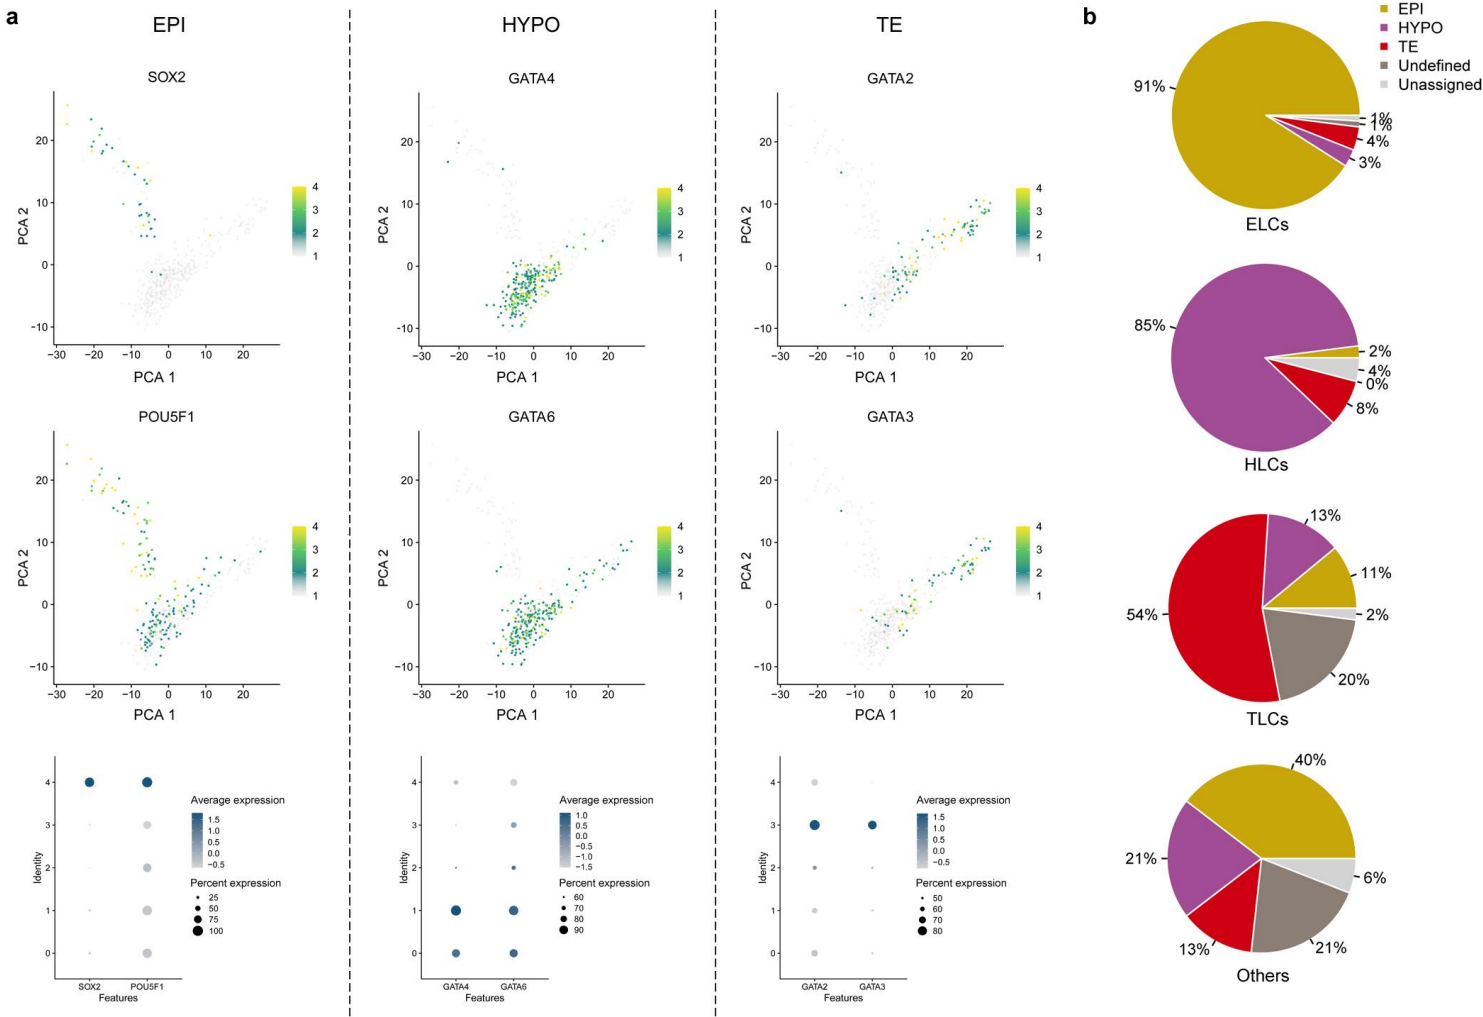

Supplementary Fig. S7

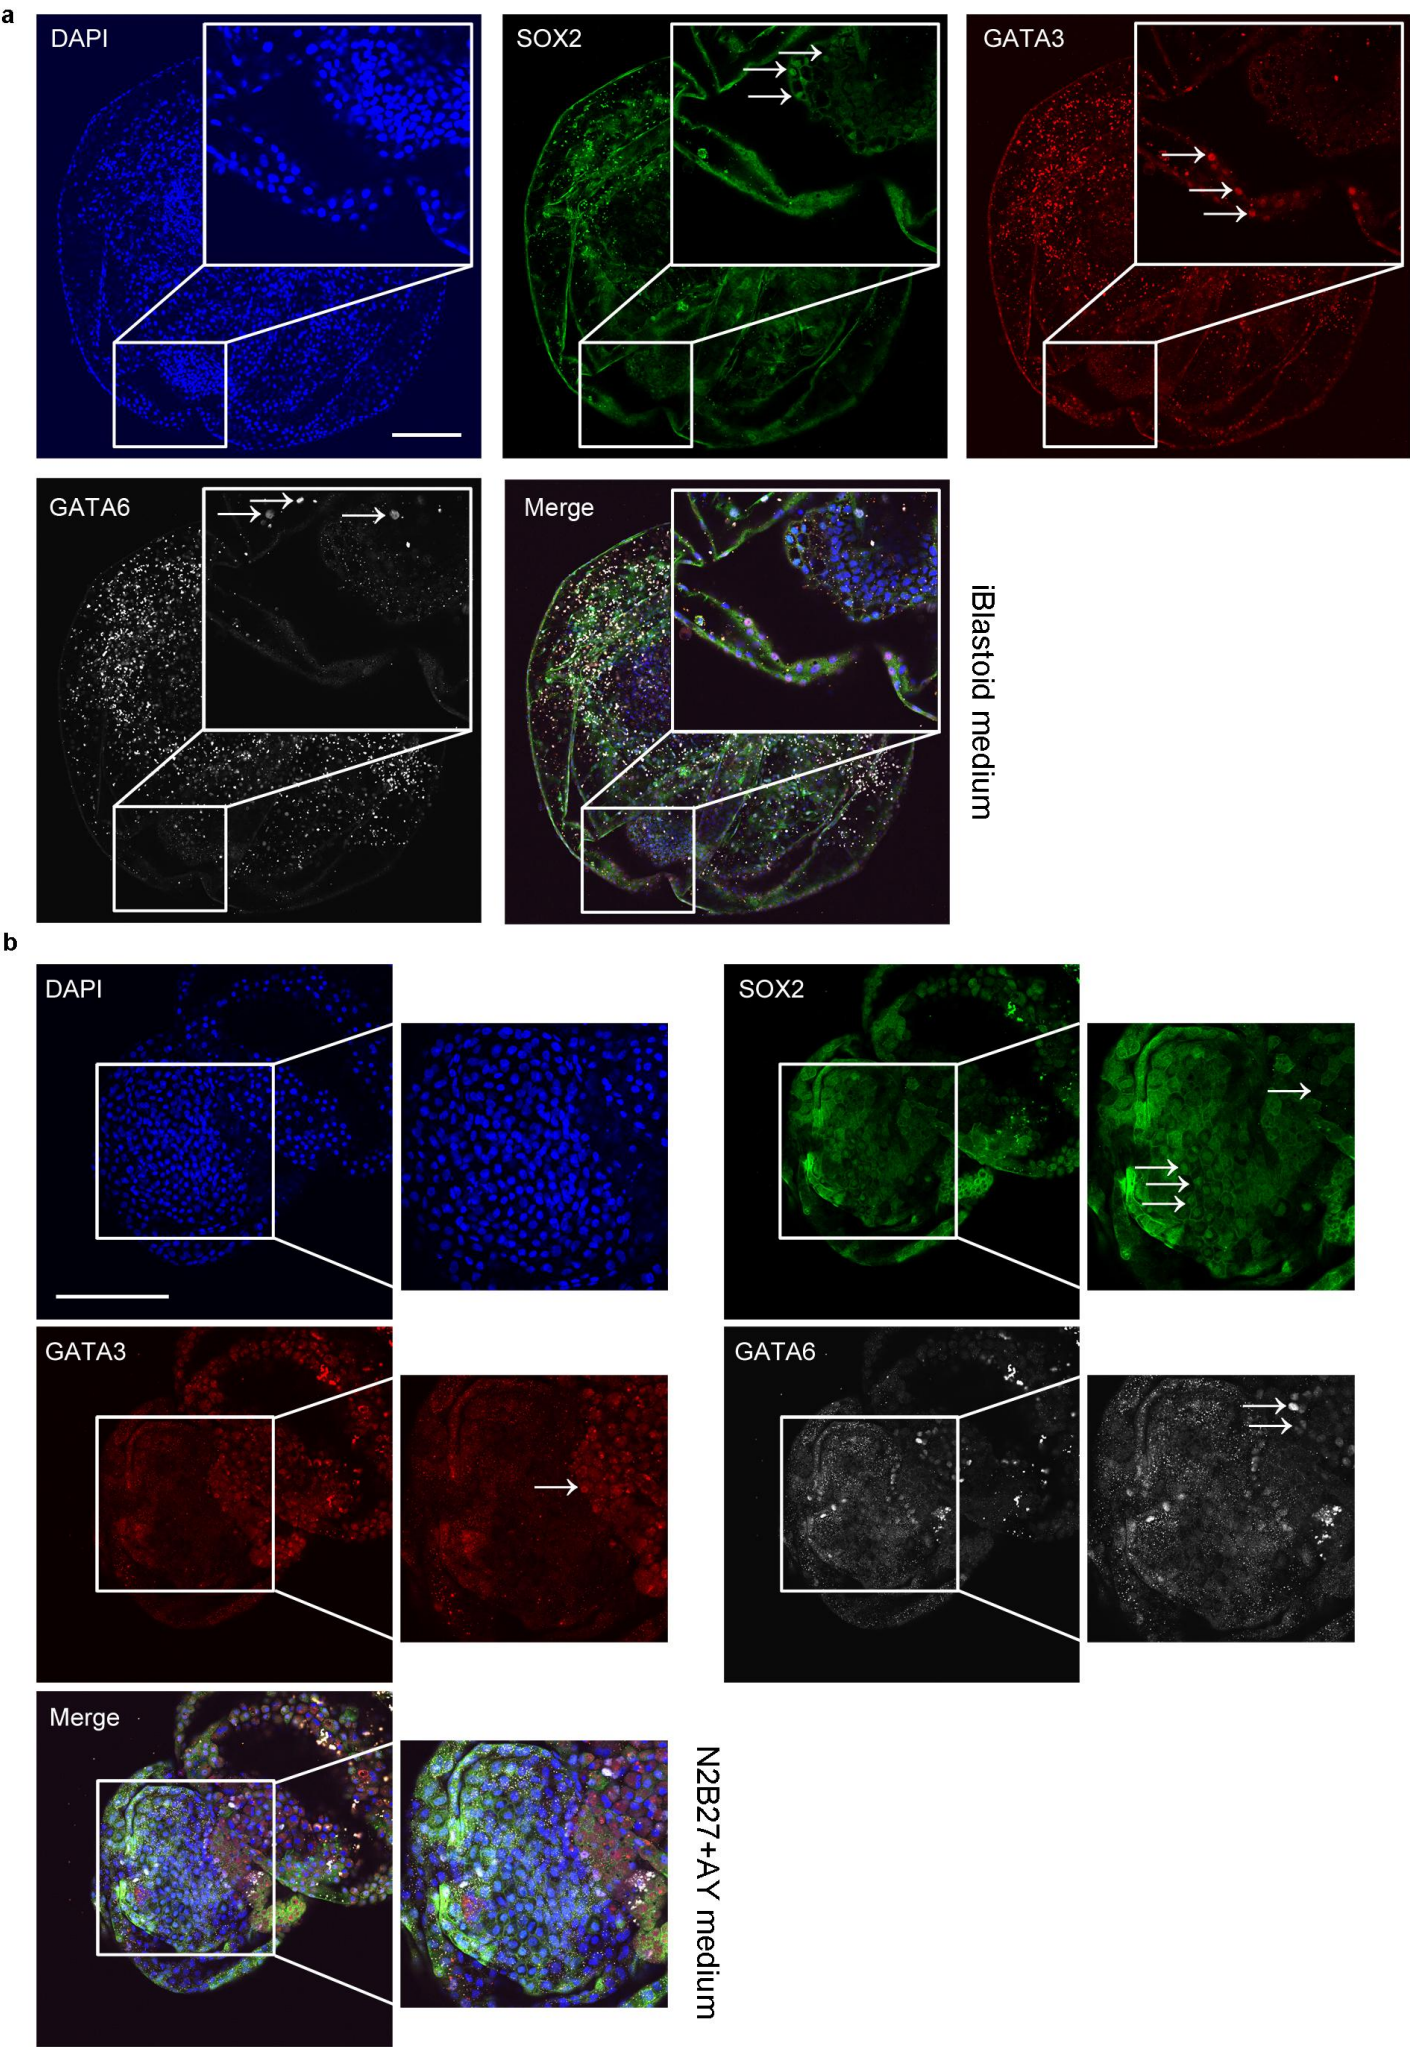

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

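The measurements used are bulk RNA-seq of pESCs (3 libraries) and scRNA-seq of day 6 porcine blastoids (2 libraries). Each is a single condition, so no comparison between conditions was made. The embryo data, the PCR data and the images of the paper were not analysed here.

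For bulk RNA-seq, the authors trimmed the reads with Trim Galore, mapped them to susScr11 with HISAT2 and computed FPKM with StringTie, and the deposited FPKM values are given per RefSeq transcript with its gene symbol. The FPKM of all transcripts of a symbol were added up here, since FPKM of transcripts of 1 gene can be summed while counts cannot be recovered from them. Of 81391 transcripts, 77689 (95.5%) were found in the RefSeq annotation of Sscrofa11.1 (susScr11) used for coordinates, and of 29886 symbols 29862 (99.9%). The depth of the libraries is not given. The most common value of FPKM times transcript length among low transcripts was 1.14 times as high in PA_4P7 and 1.33 times as high in PAP25 as in IVFP25. If that step stands for a single fragment, IVFP25 was sequenced deepest, but only 43 to 65 transcripts per library lie at the step. FPKM also depends on the few genes that take most of the reads, and the 10 highest genes held 9.54% of all FPKM in IVFP25, 10.5% in PA_4P7 and 10.2% in PAP25. The 3 libraries were used as replicates of pESCs in 4FIXY medium, as the labels and the paper name them, and the columns carry names but no replicate numbers. Values are means and SD over 3 libraries, and no test was made.

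For scRNA-seq, the authors checked the reads with Dr.seq2 and counted UMIs with Cell Ranger on susScr11, and the deposited counts are raw UMI counts of every barcode, before cells are called. Cells were called per library by the order-of-magnitude rule (UMIs above the 99th percentile of the expected cells divided by 10), with at least 200 genes and a mitochondrial share of UMIs not above the median plus 5 median absolute deviations. Cells of low RNA content are left out by this threshold. The median mitochondrial share was 0.604% in library 1 and 0.584% in library 2. Empty droplets were taken as barcodes with 10 to 100 UMIs, 118122 in library 1 and 165131 in library 2. Of the gene names in the count files, 29862 (99.4%) matched the annotation. Doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold marked 5 and 1 cells, which is under 0.5%, so the highest scores up to the expected rate of 0.8% per 1000 cells were called doublets instead, 425 cells (5.83%) in library 1 and 522 (6.46%) in library 2. They were removed only in an alternative.

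Clustering used Seurat 5.3.0 in R 4.3.3, where the paper names version 4.3.0. Counts were log-normalized, 2000 variable features were chosen, the libraries were integrated by canonical correlation anchors over 30 dimensions, and UMAP (uwot 0.2.3) was computed on 30 principal components with seed 42. Neighbours were found on the 2 UMAP dimensions and clusters by the Louvain algorithm with the paper's k.param 30 and resolution 0.15. The methods do not name the number of features, the number of dimensions or the seed, so clusters need not be those of the paper. Scaled average expression was limited to 2.5 in size. The design asked that a cluster be named only where its leading genes do not go against the name, by lists of EPI, HYPO, TE, neural, primitive streak, amnion and fibroblast genes. Clusters 1, 3 and 4 did not meet this. The other TLC clusters met it with no gene of the TE list or of another list among their leading genes. Leaving them out would have removed all HLCs, so all clusters were kept in the lineage the paper's marker rule gives, and ELCs, HLCs and TLCs are used as names of that assignment only. This departs from the design. In the primitive streak list the symbol TBXT has no counterpart in the annotation and the symbol T was used in its place.

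Counts were summed per library and assigned lineage, which gave 6 sums. Genes with enough counts by edgeR's filterByExpr were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16, each lineage against the mean of the other two on the log scale, with all 3 lineages in 1 fit and Benjamini-Hochberg adjustment over all genes. CPM values in the text are counts over all UMIs of the sum. On simulated counts for the comparison of ELCs with the others, 197 of 200 changed genes (98.5%) were recovered and 12 of 19060 unchanged genes were called, of 19260 genes tested. The simulated sums were independent, with 1 dispersion of 0.0042 for all genes and no effect of the library. In the data 9464 genes were called for ELCs, far more than the 200 simulated, so these rates need not hold there. The sums of 1 library share its preparation, and their deviations from the lineage means correlated across 19469 genes at 0.156 between ELCs and HLCs, 0.313 between ELCs and TLCs and 0.184 between HLCs and TLCs. The library therefore pairs the sums, and a fit with the library as a block was an alternative. Shares of cells have exact binomial intervals, which cover counting error only. For the comparison of detection across depths, cells were thinned to 16500 UMIs, the 10th percentile rounded down to a multiple of 500.

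Named genes are those the paper names for pESCs and for the blastoid lineages, lists of 12 paternally and 5 maternally expressed imprinted genes, XIST, and the 5 genes leading each unnamed cluster, which had to be detected in at least 25% of its cells and were ranked by fold over all other cells with a pseudocount of 10 CPM. This rule, the marker lists, the tests between lineages and the alternatives were set before the data were examined. Tests that the closing section names as chosen later were not. Genes named under the observations outside this rule were chosen after their values were seen. After the clusters had been seen, lists of visceral endoderm, mesenchyme, interferon ligand, further paternally expressed, neural crest and placode neuron genes were written. The alternatives were merging without integration, neighbours on 30 principal components, keeping the lineage genes among the features, removing called doublets, a fixed minimum of 1000 UMIs, no mitochondrial filter, UMAP seed 1, each library alone, 14 other combinations of k.param and resolution, DESeq2 1.42.0 with its own size factors, RLE in place of TMM, no filter on low counts, the library as a block, thinning, and, for pESCs, each library left out, a minimum of 1 FPKM and pseudocounts of 1 and 0.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the remaining steps and matplotlib 3.10.9 for the plots.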

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

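The tests on mouse feeder cells, on removing called doublets, on a single library, on the paternally expressed genes of the pESCs, on feeder RNA in them and on the depth of the pESC libraries, as well as the comparisons with the other clusters and without the most abundant gene for the smallest cluster, were chosen only after the result was seen, while the remaining tests were set before theirs. No pattern here is compared between conditions, since the blastoids and the pESCs are 1 condition each. Everything below was found and tested on the same libraries and is a hypothesis at most.

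In cluster 4, the only cluster assigned to HLCs, a gene the paper does not discuss stood out. *MYL7* had 813 CPM there, against 10.9 CPM in other cells and 81.8 CPM in empty droplets. The cluster is led by *COL3A1*, *MYL7*, *COL1A2*, *TWIST1* and *ACTC1*. Free RNA is argued against, since the 5 leading genes were a median of 14.3 times as abundant in the cluster as in empty droplets. Mouse feeder cells counted as pig stay open. The median pig mitochondrial share of 0.472% is below that of every other cluster (0.527% to 0.649%) except cluster 11 at 0.385%. Feeder cells are open for cluster 11 too, and how low the share would be in mouse cells is not known. The paternally expressed genes that led to feeder cells for cluster 11 gave no sign of them in cluster 4. The 7 genes near 0 in the blastoids had 0.394 CPM together, against 0 to 0.446 CPM in other clusters except cluster 11 at 2.88 CPM. The separate list of 8 genes had 40.0 CPM, between 31.5 CPM in cluster 9 and 44.5 CPM in cluster 3. Feeder cells are not excluded by this, since their own level of these genes is not known. Called doublets made up 15.0% of the cluster, against 6.16% of all cells, which goes in the direction of doublets and leaves them open for part of the cells. After called doublets were removed, 10 of the 10 leading genes still led a cluster assigned to HLCs, which argues against called doublets as the whole of the pattern. Lists of visceral endoderm and mesenchyme genes were written before their own values were seen but after the leading genes and the low *SOX17* and *FOXA2* of the cluster had been seen. *SOX17* had 1.11 CPM there and at most 2.44 CPM in another cluster, and *FOXA2* had 0.246 and at most 2.55 CPM. Of 14 visceral endoderm genes, 3 were highest in cluster 4, while 4 were highest in cluster 8. The most abundant of them, *DAB2*, had 122 CPM in cluster 4 and 101 CPM in cluster 8, and *AFP* had 2.91 and 21.3 CPM. Of 16 genes of the mesenchyme list, 11 were highest in cluster 4, among them *TNNT2*, *NKX2-5*, *HAND2* and *TBX5*. The list was not split by kind of mesenchyme or mesoderm, so it does not tell which kind. Among the most abundant, *MYL4* had 369 CPM there and at most 3.70 CPM in another cluster, *CDH11* had 255 and at most 199 CPM, and *MEIS1* had 171 CPM but was highest in cluster 1 at 361 CPM. A candidate explanation is that many of these cells are closer to mesenchyme or mesoderm than to hypoblast. *GATA4*, *GATA6*, *NID2* and *COL4A1* were highest in this cluster too, so a mixture with hypoblast cells stays open. The embryo cells that could decide were not analysed here.

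The clusters that met the criteria for no lineage had strong signals of their own. *THSD7B* had 372 CPM in cluster 9, against 1.87 CPM in other cells and 2.01 CPM in empty droplets. *SCRG1* had 271 CPM in cluster 10, against 0.976 and 3.26 CPM. Called doublets made up at most 4.76% of either cluster, below the 6.16% over all cells, and the median fold of the 5 leading genes over empty droplets was at least 36.4, so doublets and free RNA are both argued against. Of 14 neural crest genes 10 were highest in cluster 10, and of 13 placode neuron genes found 11 were highest in cluster 9. These lists hold genes already seen to lead the clusters and are therefore no evidence of their own. Neural crest and placode neurons are candidate sources that stay open, as does differentiation in culture before dissociation, which the design does not test.

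Cluster 8, assigned to TLCs, was led by interferon-stimulated genes. *ISG15* had 938 CPM there, against 45.6 CPM in other cells and 142 CPM in empty droplets. A single library as the source is argued against, since 46.5% of its cells came from library 1. Of 34 interferon ligand genes with 1219 UMIs in all, *IFNE* had 1207 UMIs, and it was highest in cluster 1 and not in cluster 8. The counts do not decide whether a ligand made in the blastoids or something in the culture induced these genes, and the 2 cannot be told apart because the ligand counts do not follow the cluster and no other culture was sequenced.

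The smallest cluster, cluster 11 with 67 cells, was led by genes with a LOC symbol. LOC110256315 had 859 CPM there, against 0.964 CPM in other cells and 6.28 CPM in empty droplets, and 9 of its top 10 genes have LOC symbols. LOC genes as a whole took 3.71% of its UMIs, against 3.23% to 3.55% in other clusters. The 7 paternally expressed genes that are near 0 in the blastoids had 7 UMIs in this cluster, against 0.616 expected from the other cells, a ratio of 11.4 (95% counting interval 4.57 to 23.4). They are *SNRPN* at 2.47 CPM and *NDN* at 0.411 CPM, with the other 5 genes at 0, so the ratio rests on *SNRPN*. This led to the hypothesis that feeder cells or their RNA are among these cells. A separate list of 10 further paternally expressed genes, 8 of them listed, had 119 UMIs in the cluster against 97.0 expected, a ratio of 1.23 (95% counting interval 1.02 to 1.47), and the other clusters lay between 0.787 and 1.13. The most abundant gene of this list, *IMPACT*, had 33.7 CPM in the cluster and at most 21.4 CPM in another. The ratio rests on this gene, with 82 UMIs against 47.3 expected, while the other 7 genes had 37 UMIs against 49.7 expected, a ratio of 0.744 (95% counting interval 0.524 to 1.03). The list therefore does not decide on feeder cells, which stay open. The criterion for the ratio was changed after it had been seen. At first an interval above 1 was asked for, then an interval above 2, which the ratio would not have met, then an interval above 1 with a ratio above those of all other clusters, and at last the interval above 1 also without the most abundant gene, which it does not meet. The intervals cover counting error only. The fibroblast list does not decide on feeder cells either, since 0 of its 8 genes were highest in cluster 11. *COL1A1* at 129 CPM, *COL3A1* at 61.6 and *DCN* at 13.6 were second to cluster 4. *VIM*, at 410 CPM, was below clusters 10 and 4, *COL1A2*, at 37.8, also below cluster 10, and *THY1*, at 7.81, below cluster 1. *LUM* and *POSTN* were below other clusters too. The leading gene *S100A4* had 191 CPM, against 6.66 CPM in other cells. Called doublets made up 20.9% of the cluster. Doublets and relaxed imprinting stay open and were not tested.

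*SNRPN* had 100.4 FPKM in the pESC library IVFP25, was listed at 0 in PA_4P7 and had 0.00688 FPKM in PAP25. It is a paternally expressed imprinted gene, and of 12 such genes 9 were over 2 times as high in IVFP25 as in both other libraries, against 0 of 4 maternally expressed ones. Among them, *NNAT* had 237, 2.04 and 1.99 FPKM, and *NDN* had 47.7 FPKM and was listed at 0 in the others. A difference in depth is argued against, since only 3 of 7853 genes with at least 5 FPKM in IVFP25 (0.0382%) were listed at 0 in both others, and these were *NDN*, *PEG10* and *PEG3*. A candidate explanation is that the cells of IVFP25 carry a paternal genome, as its name would have it. RNA of the mouse feeder cells on which pESCs are grown is argued against, since 0 of 8 genes of the fibroblast list were over 2 times as high in IVFP25 as in both others. The median of this list was 0.721 FPKM in IVFP25, 1.02 in PA_4P7 and 1.26 in PAP25, and *COL3A1* had 0.0159 FPKM in IVFP25. Relaxed imprinting stays open. The paper does not report these genes.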

How the results depend on the processing

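All alternatives below were set before the data were examined, and no test here was chosen after the result was seen. Of 419 values recomputed for 45 results, 305 stayed within the spread between replicates or on the same side of the threshold and 114 moved by more. A change of direction was counted only for the 180 log2 fold changes and the correlation of pESCs with the lineages. Lost significance was counted only for tested fold changes. Of these, 0 changed direction or lost significance. A tested fold change that stayed significant counted as stayed whatever its size, as for *CRABP1* at 0.73. Shares and levels could only stay or move, so a change in the order of lineages was not counted.

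The count of lineage genes past the threshold was 7 of 7 under all 11 alternatives that allow a test, the replicate block among them. The block raised the number of calls from 9464 to 11114 for ELCs, from 10073 to 11189 for HLCs and from 9390 to 11156 for TLCs, all by less than 1.5 times, and it changed no call of a named gene. With 1 library left out there is a single sum per lineage, which leaves no test, so only values were computed. All 180 recomputed log2 fold changes of 12 named genes were above 0. *CRABP1* had the widest range, from 0.73 to 4.29, and its adjusted p by edgeR or DESeq2 was between 8.5e-31 and 4.5e-03. Without library 2, with library 1 clustered alone, its log2 fold change was 0.88. Of 60 marker percentages, 31 stayed within 1 SD of the libraries and 29 moved.

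The number of clusters was 7 with neighbours on 30 principal components and within 1.5 times the main count under the other 22 alternatives.

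The HLC share moved by less than its SD under all 23 alternatives, between 7.76% and 11.8%. The other shares moved by more than theirs under several of them. The ELC share was 7.84% after merging without integration, 16.3% on 30 principal components, 8.49% with the lineage genes among the features, 12.1% without called doublets, 5.55% with every barcode of at least 1000 UMIs and 17.8% without the mitochondrial filter. The TLC share was 76.2%, 73.2%, 75.8%, 78.6%, 58.2% and 66.5% under the same 6 alternatives, and 68.8% with UMAP seed 1. The unassigned share was 6.16%, 0.996%, 5.96%, 0.549%, 27.7% and 5.88% under the same 6, and 0.547% with UMAP seed 1. With 1 library left out and the other clustered alone, the ELC share ranged from 5.28% to 27.5%, the TLC share from 63.4% to 77.5% and the unassigned share from 1.36% to 5.32%. The ends of the ELC range are library 1 alone, at 5.28%, and library 2 alone. The ELC share was below the HLC share after merging (9.79% HLCs), with the lineage genes among the features (9.76%), with at least 1000 UMIs (8.55%) and in library 1 alone (11.8%), so their order depends on the processing. With k.param 50 and resolution 0.18 the order depended on whether library means (9.67% ELCs, 9.74% HLCs) or all cells (9.79%, 9.64%) were taken.

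Among the 14 other combinations of k.param and resolution, the ELC share moved in 7, to 16.0% (k.param 30, resolution 0.1), 13.9% (30, 0.2), 18.8% (40, 0.12), 17.6% (40, 0.15), 16.7% (40, 0.18), 18.9% (50, 0.1) and 9.67% (50, 0.18). The TLC share was 72.7%, 70.3%, 69.9%, 71.1%, 72.0%, 69.7% and 74.6% in these and 61.6% with k.param 50 and resolution 0.12. The unassigned share was 6.03% with k.param 30 and resolution 0.2 and 6.01% with k.param 50 and resolution 0.18. After merging, with the lineage genes among the features, with at least 1000 UMIs, without the mitochondrial filter and in library 1 alone, a cluster led by *CRABP1*, with *PAX7* and *LHX2* among its top genes, was unassigned, while a cluster with these leading genes was assigned to ELCs in the main setting. Beyond this, the cause of the moves was not tested. The lowest Jaccard index was 0.673 with UMAP seed 1 and 0.770 after merging.

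For the pESCs, the 33 means with a library left out cannot leave 1 SD with 3 libraries, so they are no evidence of stability, although the 305 values contain them. The mean of *TBX3*, for example, was 0.775 FPKM and 0.0781 without PAP25. Further, 7 percentiles moved when only genes of at least 1 FPKM were ranked, which follows from the smaller set. The Spearman correlation of pESCs was highest with ELCs in each setting. Its lead over the next lineage moved from 0.0211 to 0.0553 among genes with at least 1 FPKM, to 0.0232 as Pearson's r with a pseudocount of 1 and to 0.0186 with a pseudocount of 0.1. The number of the 12 paternally expressed genes with at least 1 FPKM in some library ranged from 4 to 12 with a library left out. It was 4 without IVFP25, so the count rests on that library.

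The median was at least 20784.5 UMIs per cell in every cluster, yet detection depends on depth, and with cells thinned to 16500 UMIs *SOX2* was detected in 58.5% of ELCs in place of 74.1%. Depth also sets which barcodes count as cells, and that choice moved the unassigned share most. The depth of the bulk libraries is unknown, so values near 0 FPKM have no counting error attached.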

Differences from the paper's values

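No test here was chosen after the result was seen, and all alternatives named were set before the data were examined. The clusters are those of a re-clustering, so cluster counts and percentages do not refer to the same groups of cells as the paper's.

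Of the clusters found here, 3 were assigned to ELCs, while the paper assigns 1. The number was 1 in 5 of 23 alternatives, which were merging without integration, the lineage genes among the features, every barcode with at least 1000 UMIs, without library 2, and k.param 50 with resolution 0.18. It was higher in the other 18. To HLCs 1 cluster was assigned here, while the paper assigns 2. The number fell within 1.5 times the paper's in 13 of 23 alternatives, which were the lineage genes among the features, no mitochondrial filter, UMAP seed 1, without library 2, k.param 30 with resolutions 0.18 and 0.2, k.param 40 with 0.15, 0.18 and 0.2, and k.param 50 with 0.12, 0.15, 0.18 and 0.2. In the other 10 it was 1. The number of clusters was 12, against the paper's 13, and 13 was reached with the lineage genes among the features and without the mitochondrial filter.

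In ELCs, *GATA2* was detected in 63.3% of cells here, against about 41% in the paper's Supplementary Fig. S5a, read by eye. *GATA3* was detected in 70.8%, against about 47% in the same figure, read by eye. The group of ELCs here is wider, with 3 clusters against the paper's 1. In 8 of 9 alternatives both percentages fell within 1.5 times the paper's or within the spread, and without the mitochondrial filter neither did, at 65.6% and 74.3%. *SOX2* was detected in 74.1% of ELCs here, against about 92% in the paper's figures, and *POU5F1* in 81.0%, against about 78%. Neither differed by more than 1.5 times, but this measure is too coarse to show the lower value of *SOX2*. Over all settings *SOX2* lay between 70.8% and 96.9%.

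The paper describes most parameter combinations as giving the same cell types. Over 105 pairs of combinations, 33 had a Jaccard index above 0.9 here, while HLCs were the same cells in all of them. The lowest index was 0.702, against about 0.96 in the paper's Supplementary Fig. S5b. The measure of 1.5 times used above cannot judge this difference, since the index has an upper limit of 1. The lowest index was below the paper's also with UMAP seed 1, at 0.673, and after merging without integration, at 0.770. The paper lists *NODAL* among the primed genes expressed in pESCs and *STAT3* among the naïve genes with minimal expression, by PCR. In the bulk RNA-seq libraries *NODAL* had a mean of 0.642 FPKM and *STAT3* of 11.1 FPKM. The other core and primed genes were each above 10 FPKM in every library, and the naïve genes *TFCP2L1* and *KLF17* were below 0.1 FPKM or listed at 0.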

Other observations

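The tests on the paternally expressed genes of the blastoids were set before their result was seen, and the test on depth in the pESC library PAP25 was chosen only after the result was seen.

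A hypothesis set before the data were examined was that cells from parthenogenetic blastocysts, which have no paternal genome, lack the RNA of paternally expressed imprinted genes. Of 12 such genes, 7 were above 1 FPKM in the pESC library IVFP25 and far lower or listed at 0 in the others (*PEG3*, *PEG10*, *SNRPN*, *NDN*, *MAGEL2*, *NNAT* and *SGCE*). These 7 were picked from the pESC values before their blastoid values were seen. In the blastoids the highest of these 7 was 0.129 CPM in either library, and 0 of 7 were above 1 CPM. The other 5 paternally expressed genes were above 1 CPM in both blastoid libraries, with the highest for *INPP5F* at 36.8 and 35.2 CPM. The hypothesis, set for all 12 genes, did not hold for these 5. The maternally expressed genes found were at 20.0 CPM or more. The values of the 7 genes and of the maternally expressed ones match blastoids made from parthenogenetic pESCs. They argue against pESCs that express these 7 genes from a paternal genome as the source of the blastoids. In pESCs the maternally expressed *MEG3* had 2.61 FPKM in IVFP25, 14.0 in PA_4P7 and 6.60 in PAP25. *H19* and *XIST* were not analysed here in the bulk libraries.

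In the pESC library PAP25, 4 of the 10 genes of the HYPO list (*GATA4*, *GATA6*, *SOX17* and *FOXA2*) were at least 5 times as high as in both others. The median fold over the higher of the others was 2.97, and *COL4A1*, *COL4A2* and *LAMB1* were at 1.30, 0.972 and 0.929 times. *SOX17* had 26.1 FPKM in PAP25, 1.73 in IVFP25 and 1.82 in PA_4P7, and *FOXA2* had 81.8, 13.2 and 15.5 FPKM. The genes of the primitive streak list had a median of 0.358 FPKM in PAP25, 0.328 in IVFP25 and 0.637 in PA_4P7, but its 2 most abundant genes were highest in PAP25. *T* had 40.6 FPKM there, 4.41 in IVFP25 and 3.09 in PA_4P7, and *EOMES* had 10.9 FPKM there and at most 5.04 in the others. A difference in depth is argued against, since only 5 of 757 genes with 1 to 2 FPKM in both other libraries (0.661%) and 36 of 1835 genes with 0.2 to 1 FPKM (1.96%) were at least 5 times as high in PAP25, against 4 of the 8 HYPO genes with at least 0.2 FPKM in both others. Spontaneous differentiation in that culture is a candidate explanation that was not tested.

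The pESC profile correlated with that of ELCs at a Spearman correlation of 0.863 across 25703 genes, with TLCs at 0.842 and with HLCs at 0.837, as means over libraries. Genes are not independent replicates, and FPKM and UMI counts depend on gene length differently, so only the order is read.

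*CDX2*, whose protein the paper stains in blastoids, had 0.673 CPM in TLCs, 0.499 in ELCs and 4.52 in HLCs. *TJP1*, which encodes ZO-1, had 124, 134 and 74.7 CPM in the same order. *CDH1*, which encodes E-cadherin, had 166, 120 and 145 FPKM in the pESC libraries IVFP25, PA_4P7 and PAP25.

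Of the 10 EPI list genes, 6 were highest in cluster 5 and 3 in cluster 6, both assigned to ELCs. Cluster 6 was led by *CRABP1*, with *PAX7*, *FEZF1* and *LHX2* among its top 10 genes, and 2 of the 8 genes of the neural list were highest in it. Of the 10 HYPO list genes, 4 were highest in cluster 4, as were 6 of the 8 genes of the fibroblast list and 3 of the 7 of the primitive streak list. Of the 10 TE list genes 5 were highest in cluster 1, assigned to TLCs, as were 3 of the 6 genes of the amnion list.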
